# C1q and Tumor Necrosis Factor Related Protein 9 Protects from Diabetic Cardiomyopathy by Alleviating Cardiac Insulin Resistance and Inflammation

**DOI:** 10.3390/cells12030443

**Published:** 2023-01-29

**Authors:** Ricarda Haustein, Felix A. Trogisch, Merve Keles, Susanne Hille, Manuela Fuhrmann, Nina Weinzierl, Shruthi Hemanna, James Thackeray, Yanliang Dou, Carolin Zwadlo, Natali Froese, Julio Cordero, Frank Bengel, Oliver J. Müller, Johann Bauersachs, Gergana Dobreva, Joerg Heineke

**Keywords:** high-fat diet, cardiac endothelial cells, diastolic dysfunction, paracrine signaling

## Abstract

(1) Background: Diabetic cardiomyopathy is a major health problem worldwide. CTRP9, a secreted glycoprotein, is mainly expressed in cardiac endothelial cells and becomes downregulated in mouse models of diabetes mellitus; (2) Methods: In this study, we investigated the impact of CTRP9 on early stages of diabetic cardiomyopathy induced by 12 weeks of high-fat diet; (3) Results: While the lack of CTRP9 in knock-out mice aggravated insulin resistance and triggered diastolic left ventricular dysfunction, AAV9-mediated cardiac CTRP9 overexpression ameliorated cardiomyopathy under these conditions. At this early disease state upon high-fat diet, no fibrosis, no oxidative damage and no lipid deposition were identified in the myocardium of any of the experimental groups. Mechanistically, we found that CTRP9 is required for insulin-dependent signaling, cardiac glucose uptake in vivo and oxidative energy production in cardiomyocytes. Extensive RNA sequencing from myocardial tissue of CTRP9-overexpressing and knock-out as well as respective control mice revealed that CTRP9 acts as an anti-inflammatory mediator in the myocardium. Hence, CTRP9 knock-out exerted more, while CTRP9-overexpressing mice showed less leukocytes accumulation in the heart during high-fat diet; (4) Conclusions: In summary, endothelial-derived CTRP9 plays a prominent paracrine role to protect against diabetic cardiomyopathy and might constitute a therapeutic target.

## 1. Introduction

Diabetes mellitus (DM) is a chronic disease resulting from the impaired production or inadequate effects of insulin. Recent estimates indicated that more than 450 million adults across the globe suffer from DM, and the numbers are projected to rise continuously [1]. The death toll associated with DM rose from less than one million in 2000 to 1.6 million people in 2016, whereby cardiovascular diseases (CVD) are the leading causes of mortality and morbidity in this patient population [2]. In 1972, the Framingham study detected a 5-fold increased risk of female and a 2.5-fold increased risk of male diabetes patients developing heart failure (HF) [3]. Cardiac dysfunction in the absence of coronary artery disease, valvular disease and hypertension is defined as diabetic cardiomyopathy [4]. Obesity, hyperglycemia and hyperinsulinemia were shown to promote the development of this disease. While the underlying mechanisms are increasingly being studied, knowledge about the molecules affecting cardiac insulin resistance or improving diabetic cardiomyopathy remains scarce.

In this study, we investigated the role of the secreted glycoprotein C1q and tumor necrosis factor related protein 9 (CTRP9) in the development of diabetic cardiomyopathy in mice. CTRP9 belongs to the highly conserved CTRP family of secreted proteins, of which 15 members (CTRP1-15) have so far been identified [5]. With the exception of CTRP4, all CTRPs consist of four domains: an N-terminal signal peptide, followed by a domain with one or more conserved Cys residues, a collagen-like domain with variable Gly-X-Y repeats, and a C-terminal globular C1q domain. While all CTRPs are structurally related to adiponectin, an insulin-sensitizing hormone secreted from adipose tissue, each CTRP appears to have its own unique expression profile and specific, non-redundant functions [5]. Of all CTRPs, CTRP9 has the highest structural similarity to adiponectin (amounting to 54% amino acid identity in the globular domain). CTRP9 is expressed highly in the heart and in smaller amounts in adipose tissue [6]. It is mainly secreted as trimer and can also be found in serum [7]. Within the heart, CTRP9 is predominantly expressed and secreted from cardiac endothelial cells, from where it acts on cardiomyocytes in a paracrine manner, but cardiomyocytes also express very small amounts of CTRP9 by themselves [6].

Recent studies suggest that the absence of CTRP9 in knock-out mice (KO) triggers obesity in advanced age, while systemic overexpression of CTRP9 might protect from weight gain and metabolic dysfunction [8,9]. With regard to the heart, administration of globular recombinant CTRP9 (lacking large parts of the N-terminal region) was protective by preventing cardiomyocyte death during ischemia/reperfusion injury in normal and diabetic mice, as well as in remodeling after myocardial infarction (MI) [10,11,12,13]. CTRP9 likely acts via the adiponectin receptor 1 (AdipoR1) and might mediate its protective effects by activating adenosine monophosphate (AMP)-dependent kinase, protein kinase B (AKT) or protein kinase A [10,11,12,14]. On the other hand, we demonstrated that CTRP9 plays a maladaptive role during cardiac pressure overload (by transverse aortic constriction, TAC), due to activation of the ERK5 (extracellular signal-regulated kinase 5)–GATA4 signaling axis in cardiomyocytes, triggering cardiac dysfunction, hypertrophy and fibrosis [6].

While CTRP9 expression increases in the heart of mice after TAC and in the cardiac tissue and serum of patients suffering from cardiac overload, myocardial levels and serum levels of CTRP9 decrease due to chronic high-fat diet (HFD) in diabetic mice [9,13]. This differential regulation of CTRP9 due to HFD might imply a special function of CTRP9 in the development of diabetic cardiomyopathy.

Here, we demonstrate that CTRP9 KO mice exert left ventricular diastolic dysfunction after 12 weeks of HFD feeding and that, on the other hand, overexpression of CTRP9 in the heart rescues HFD-induced diastolic dysfunction. Through dynamic ^18^F-fluoro-deoxyglucose (FDG) positron-emission tomography (PET) imaging and interrogation of cardiac signaling pathways, we reveal that CTRP9 is necessary to prevent cardiac insulin resistance and to mediate the myocardial uptake of glucose. By extensive RNA sequencing, we demonstrate an upregulation of genes related to activation of the immune response in CTRP9 KO mice, which is accompanied by an increased leukocyte count in the heart. Cardiac CTRP9 overexpression, in turn, counteracts inflammation and might be useful for ameliorating diabetic cardiomyopathy.

## 2. Materials and Methods

### 2.1. Animal Experiments

Mice were housed in groups of up to 5 animals with a 12:12 light cycle in the central animal facility of Hannover Medical School. CTRP9 knock-out mice were created as described previously [6]. Wild-type mice (WT), as well as homozygous (KO) and heterozygous (HETs) knock-out littermates were used in this study. Feeding of a high-fat diet (containing 60 kcal-% fat, #D12492 from Brogaarden, Lynge, Denmark) or control chow (#D12450J from Brogaarden) was started in 7–9 week-old male C57BL/6J mice (Charles River Laboratories, Wilmington, MA, USA), and was maintained for 12 weeks.

The open reading-frame of murine *C1qtnf9* (encoding for CTRP9) was cloned into the AAV-vector genome plasmid pdsTnT-Cre, and AAV9 was manufactured as previously described [6]. AAV9 vector expressing rluC (renilla luciferase) under the control of the same TnT promoter were used as control (AAV-Luc). An amount of 1 × 10^12^ vg of AAV9-control or AAV9-CTRP9 were injected intravenously into tail veins at the age of 7–9 weeks. After 12 weeks of diet, all mice were fasted for 6 h and sacrificed. All procedures involving the use and care of animals were performed according to the directive 2010/63/EU of the European Parliament and the council on the protection of animals used for scientific purposes. Approval was granted by the local state authorities (LAVES Niedersachsen, Oldenburg, Germany; No.: 33.12-42502-04-15/1953).

### 2.2. Echocardiography

A linear 30 MHz transducer (Vevo 3100, Visualsonics, Toronto, ON, Canada) and VevoLab software were utilized to measure End Diastolic Area, Fractional Area Change, Global Circumferential Strain, E’SAX-radial and Peak Diastolic Circumferential Strain Rate. Mice were anesthetized with 1–1.5% isoflurane, as previously described [15,16]. Fractional Area Change was calculated in short-axis B-mode images as ((left ventricular end-diastolic area − left ventricular end-systolic area)/left ventricular end-diastolic area) ×100 [15,16]. Diastolic and global cardiac function were analyzed post-processing using speckle-tracking algorithms within the VevoLab software and VevoStrain application, as reviewed in Ram et al. [17]; global circumferential strain was calculated as the percentage of increase of endocardial circumference from end-diastole to end-systole. As a marker of endocardial relaxation, the first peak of the average endocardial radial velocity curve during diastole was considered equivalent to the E′ wave as measured with tissue Doppler imaging. Additionally, peak diastolic circumferential strain rate was measured as derivative of strain over time (dStrain/dt). Here, the peak of the average circumferential strain rate curve during diastole was analyzed.

### 2.3. Serial ^18^F-FDG PET-CT Imaging

Non-fasted mice were anesthetized with 1.5% isoflurane at 0.6 L/min O_2_ and placed in a small animal PET camera (Inveon DPET, Siemens, Berlin, Germany), as previously described, while ECG and respiratory frequency were monitored [18]. All mice were injected with 6 mU/g body weight (BW) insulin (Human Insulin Normal 100, Lilly Pharma, Indianapolis, IN, USA) and 1 mg/g BW glucose i.p. 30 min prior to FDG injection to stimulate FDG uptake. Before and after the scans, blood glucose was measured at a peripheral vein using a glucose meter (Contour XT, Bayer Vital, Leverkusen, Germany). ^18^F-FDG (7.7 ± 0.9 MBq) was injected via a lateral tail vein catheter 20 min after the start of anesthesia. Dynamic images were acquired over 30 min. For anatomic colocalization, a low-dose micro-CT scan was acquired after the PET scan.

### 2.4. Image Processing and Analysis

List mode data of 30 min scans were histogrammed to 29 frames (5 × 2 s, 4 × 5 s, 3 × 10 s, 8 × 30 s, 5 × 60 s, 4 × 300 s). Images were reconstructed to a 128 × 128 × 159 image matrix (0.78 × 0.78 × 0.80 mm) using an ordered subset expectation maximization three-dimensional/maximum a posteriori (OSEM3D/fastMAP) algorithm (β = 0.01, OSEM subsets = 16, OSEM iterations = 2, MAP iterations = 18, constant resolution prior) with scanner-applied scatter correction and a target resolution of 1.2 mm. An external source transmission scan was obtained for each mouse and used for attenuation correction (paired 185 MBq ^57^Co sources, 10 min acquisition) as previously described [18]. Images were analyzed using PMOD 3.6 software (PMOD Technologies, Fallanden, Switzerland).

Rate of myocardial glucose uptake (rMGU) was calculated as K_i_ × (BG/LC); where K_i_ is the graphically-defined Patlak slope, BG is the average blood glucose concentration of start and end of the scan, and LC is the lumped constant = 0.67 estimated for rodents. Patlak values were compared to sequential semi-quantitative myocardial ^18^F-FDG uptake (percent injected dose per gram, %ID/g BW), as described in Thackeray et al. [19].

### 2.5. Serum Analysis

Mice were fasted for 6 hours. Blood Glucose was measured after micro puncture of a tail vein with Accu-Check Aviva (Roche, Basel, Switzerland).

The glucose challenge test was conducted after mice were fasted for 6 h. They were injected with 1 mg/g/BW Glucose (G20, Braun, Melsungen, Germany). Blood glucose levels were measured after 5, 10, 15, 30, 60 and 120 min. The HOMA Index of Insulin Resistance was calculated as (fasting serum insulin (ng/mL) × fasting serum glucose (mM))/22.5.

For the detection of insulin in murine serum, the Ultra-Sensitive Mouse Insulin ELISA Kit was used (#90080, Crystal Chem, Elk Grove Village, IL, USA), following the protocol as suggested by the manufacturer.

### 2.6. Isolation of Adult Cardiomyocytes

Isolation of adult cardiac myocytes was achieved by using a Langendorff perfusion system, as described [6,20]. Briefly, immediately after excision, the heart was placed into ice-cold 1× perfusion buffer (10x stock: 1130 mM NaCl, 47 mM KCl, 6 mM KH_2_PO_4_, 6 mM Na_2_HPO_4_, 12 mM MgSO_4_, 120 mM NaHCO_3_, 100 mM KHCO_3_, 100 mM HEPES buffer solution and 300 mM Taurine) to clean the tissue around the aorta under a microscope. The aorta was then placed onto a cannula (inner diameter 1 mm) with forceps and tied with silk suture to allow perfusion through the coronary arteries. Subsequently, the heart was perfused with enzyme solution containing Liberase DH (5 mg/mL, Roche, 5,401,089,001), trypsin (1%, Gibco, Waltham, MA, USA, 15,090,046) and CaCl_2_ (100 mM) to digest the tissue at 37 °C. Enzymatic digestion was ended with Stop I and II solutions containing perfusion buffer with FCS and CaCl_2_ (10 mM). Digested heart tissue samples were passed through a 100 µm cell strainer. Calcium concentration was then gradually increased by manual administration into digested heart tissue with continuous gently mixing.

### 2.7. Seahorse Extracellular Flux Analysis

Metabolic analysis was measured with Seahorse XFe24 analyzer using Seahorse XF substrate oxidation stress kits for glucose/pyruvate (Agilent, 103,673-100). To understand the changes in cardiomyocyte metabolism, adult WT and CTRP9-KO cardiomyocytes were isolated with Langendorff perfusion; 12,000 cardiomyocytes were then plated on Seahorse 24-well FluxPak plates and cultured for 24 h. On the next day, culture medium of the cells was exchanged with Seahorse XF DMEM (Agilent, 103,575-100), including 1 M glucose (Agilent, 103,577-100), 100 mM pyruvate (Agilent, 103,578-100) and 200 mM glutamine (Agilent, 103,579-100) and incubated in a non-CO_2_ incubator at 37 °C for 1 h. For experimental groups UK5099 (2 μM) inhibitor was loaded into the cartilage, while the control groups were treated with assay medium alone. Previously optimized amounts of oligomycin, FCCP and rotenone/antimycin A were also loaded into the cartilage. Substrate stress-test assays were run according to the manufacturer’s protocol and analyzed using Seahorse Analytics web-based software. Data were normalized to the number of cells, which was assessed with colorimetric measurement after staining with crystal violet assay kit (Abcam, Cambridge, UK, ab232855).

### 2.8. Western Blot Analysis

Western blot analyses were performed using standard procedures using anti-P-AKT (T308) (#2965), anti-P-AKT (S473) (#9271), anti-AKT (#9272), anti-P-S6 (S240/244) (#5364), anti P-S6 (S235/236) (#4857), anti-S6 (#2217), anti-P-GSK (#9336), anti-GSK (#9322), anti-P-ERK 1/2 (#9101), anti-ERK 1/2 (#9102) (all Cell Signaling), anti GAPDH (#10R-G109a, Fitzgerald, North Acton, MA, USA) and anti-CTRP9 (#mab6537, R & D Systems, Minneapolis, MN, USA). Quantification was performed using ImageJ software version 1.52a (NIH, Bethesda, MD, USA).

### 2.9. Histology

After removal from the chest cavity, the hearts were rinsed in PBS and 0.5 M KCl. Transversal frozen sections (7 µM in thickness) of the myocardium were generated. To measure cardiomyocyte dimensions, the cardiomyocyte cell membranes were stained with tetramethyl rhodamine isothiocyanate-conjugated wheat-germ agglutinin (TRITC-WGA, Sigma Aldrich, Taufkirchen, Germany) and the nuclei with 4′,6-diamidino-2-phenylindole (DAPI, Vector Laboratories, Newark, CA, USA). Analysis was conducted with ImageJ software version 1.52a (NIH, Bethesda, MD, USA).. For the detection of fibrosis or lipid accumulation, OCT-embedded hearts were sectioned at 12 µm thickness and stained with Sirius red or Oil Red O to detect collagen fibers or lipid droplets, respectively. The quantification of myocardial fibrosis was conducted with Photoshop CC 2018 (Adobe, San Jose, CA, USA). For immunofluorescence imaging, slides of 7 µm were fixed with formalin, followed by blocking with 3% BSA solution, before overnight incubation with primary antibody and incubation for 2 h with secondary antibody. WGA and DAPI were used as counterstains, as described above. The following antibodies and dilutions were used: rat anti-CD45 (#550539, BD Biosciences, Franklin Lakes, NJ, USA, 1:50), rabbit anti-4HNE (bs-6313R, Bioss Antibodies, Woburn, MA, USA, 1:50), goat anti-rabbit AF488 (#4412, 1:200) and goat anti-rat AF488 (#4416, both Cell Signaling, 1:200)

### 2.10. RNA Sequencing and Bioinformatics

RNA isolation from tissue samples was performed with QIAzol reagent (Qiagen, Hilden, Germay, 79,306), and from isolated cells with NucleoSpin RNA isolation kit (Macherey-Nagel, Duren, Germany, 740,955.250) according to the manufacturers’ protocols. RNA quality and integrity scores (Agilent 21,000 Bioanalyser, Santa Clara, CA, USA), library preparation (DNBSEQ Eukaryotic Strand-specific mRNA library) and sequencing (Illumina HiSeq 2500) were performed at BGI, Hong Kong. Bulk RNA sequencing was performed as single-ended 50-base sequence read length.

Before alignment to the reference genome (mm^10^), the reads were trimmed with the *FastqCleaner* R package to remove the adapter sequences. Trimmed reads were then aligned to the reference genome by the *bowtie2* alignment tool, and gene annotation was performed with the *bioMaRt* R package. Library size was normalized to read counts per million (cpm), and log_2_ values were calculated for further analysis of differential gene expression using the *edgeR* package. Genes were filtered with *p*-value < 0.05 for significant changes. Heatmaps showing the differentially expressed genes were generated using the *heatmap.2* function in the ggplot2 library in R. Gene ontology analyses were performed with Metascape online tool separately for all significantly (*p* < 0.05) up- and downregulated mRNAs. RNAseq data sets were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus database, with accession number GSE219101.

### 2.11. Statistics

Data analysis and statistical analysis were performed with Prism software Version 6 (GraphPad, Boston, MA, USA. Data are shown as mean ± standard error of the mean (SEM). All the experiments were carried out in at least three biological replicates. The investigators were blinded for mouse genotype and treatment during echocardiography, organ weight determination and all histological and immunofluorescence quantifications. An unpaired two-tailed Student *t*-test was used for comparing two groups. Multiple groups were compared with one-way ANOVA and Fisher’s LSD post-hoc test. Values of *p* < 0.05 were considered statistically significant.

## 3. Results

### 3.1. High-Fat Diet Leads to Peripheral Insulin Resistance in CTRP9 KO Mice

In order to examine the contribution of endogenous CTRP9 to the development of diabetic cardiomyopathy, eight-week-old wild-type (WT), as well as homozygous (KO) and heterozygous (HET) CTRP9 knock-out mice were fed either a diet containing 60 kcal % fatty acids (HFD, as described [21]) or a standardized control chow for 12 weeks. The experimental time schedule is shown in Figure 1A. The HFD led to a significant increase in body weight vs. chow after 12 weeks, but no differences were detected between WT, HET and KO mice (Figure 1B). Fasted serum glucose levels were significantly elevated in HFD-fed KOs compared to WT mice (Figure 1C). A glucose challenge revealed strongly elevated glucose levels and significantly delayed normalization of serum glucose in HFD-fed KO vs. WT mice (Figure 1D). Moreover, serum insulin levels were significantly elevated in HFD-fed KO mice (Figure 1E). Together with the elevated glucose levels, this led to an increased HOMA index (directly depending on serum glucose and insulin levels under fasting conditions), which indicated a state of insulin resistance in KO mice after HFD feeding (Figure 1F).

### 3.2. Reduced CTRP9 Levels Trigger Impaired Diastolic Heart Function during HFD

We next investigated the functional consequence of reduced CTRP9 levels for the myocardium during HFD feeding. The heart weight/tibia length ratio (HW/TL) increased significantly in KO mice receiving HFD vs. control chow, but this was neither observed in WT nor in HET mice (Figure 2A). The lung weight/TL ratio (LW/TL) was not changed between the groups (Figure 2B). Echocardiographic analysis showed no differences in cardiac enddiastolic area (ENDOarea) or systolic heart function (fractional area change, FAC) between genotypes (Figure 2C,D). It was previously demonstrated that diabetes leads mainly to diastolic dysfunction^14^. Interestingly, global circumferential strain (GCS) as a marker for global cardiac function, cardiac relaxation (E′_SAX-radial_) and peak diastolic strain rate (as a marker for lusitropy) indicated significantly decreased diastolic function in KO (and partially also in HET) compared to WT mice on HFD (Figure 2E–G).

### 3.3. CTRP9 Knockout Leads to Impaired Cardiac Glucose Utilization In Vivo

Because altered cardiac glucose uptake had been implicated in the development of diabetic cardiomyopathy, we conducted dynamic ^18^F-fluoro-deoxyglucose (FDG) positron-emission tomography (PET) (Figure 3A). Insulin-stimulated cardiac FDG uptake was increased in HFD-fed WT mice compared to mice receiving control chow. This increase in glucose uptake, however, was markedly blunted in CTRP9 KO mice, which exerted an impaired rate of myocardial glucose uptake (rMGU) in the heart compared to WTs during HFD (Figure 3B,C), suggesting that CTRP9 plays a key role in mediating increased cardiac glucose uptake under these conditions.

We next interrogated whether defects in insulin-dependent signaling might underlie the decreased insulin stimulated glucose uptake in the hearts of KO mice. Therefore, we injected insulin 10 min before sacrifice and compared the phosphorylation of insulin-dependent signaling proteins in the myocardium with PBS-injected controls (Figure 3D and Figure S1A–E). Knockout of CTRP9 led to decreased phosphorylation of AKT, ribosomal S6 protein and Glycogen Synthase Kinase 3β (GSK3β) after insulin injection, but showed no differences in the phosphorylation of ERK1/2 MAP kinases. Therefore, we found decreased responsiveness to insulin (i.e., insulin resistance) in the myocardium of KO mice.

In order to assess cardiomyocyte metabolism, we conducted a Seahorse analysis (Figure 3E,F). Interestingly, adult cardiomyocytes of CTRP9 KO mice exerted a markedly decreased maximum mitochondrial respiration rate compared to WT cells, which was not further decreased by inhibition of the mitochondrial pyruvate carrier by the specific inhibitor UK5099. WT mice, in contrast, showed a strong reduction of mitochondrial respiration during UK5099 treatment, indicating their strong dependence on glucose metabolism (Figure 3E,F).

### 3.4. Cardiac Overexpression of CTRP9 Leads to Impaired Peripheral Glucose Sensitivity

Because CTRP9 deficiency triggered diabetic cardiomyopathy during HFD feeding, we next wanted to test whether enhancement of CTRP9 signaling ameliorated the disease. We therefore overexpressed CTRP9 in cardiomyocytes by intravenous administration of AAV9-(TropT)-CTRP9, which led to the solid overexpression of CTRP9, specifically in the heart due to the Troponin T promoter elements included in the vector [22]. AAV9-(TropT)-Luciferase was used as a control (Figure 4A,B). Mice were randomized to receive either AAV-CTRP9 or AAV-Luc, following the experimental scheme visualized in Figure 4A. AAV-control as well as AAV-CTRP9-injected mice similarly gained body weight in response to HFD, although at the end of the experiment, AAV-CTRP9-treated mice were significantly heavier than AAV-Luc treated mice (Figure 4C). Chow-fed mice showed no differences in body weight in response to any AAV treatment. Interestingly, AAV-CTRP9-treated mice, but not AAV-Luc-treated mice on HFD displayed significantly elevated fasting glucose levels and higher glucose levels as well as their delayed normalization during a glucose challenge (Figure 4D,E). AAV-CTRP9-treated mice also exerted increased serum insulin levels and an elevated HOMA-Index, indicating peripheral insulin resistance in response to cardiac CTRP9 overexpression during HFD feeding. AAV-control injection did not lead to increased insulin levels or an elevated HOMA-Index (Figure 4F,G).

### 3.5. Overexpression of CTRP9 Improved Diastolic Cardiac Function and Increased Cardiac Glucose Metabolism

We next deciphered the impact of CTRP9 over-expression during HFD on heart growth and cardiac function. While the HW/TL ratio slightly, but not significantly, increased in AAV-Luc mice during HFD, no significant increase occurred in mice with CTRP9 overexpression (Figure 5A). Similarly, we observed an increase in LW/TL ratio in AAV-Luc, but not in AAV-CTRP9-treated mice on HFD, indicating less pulmonary congestion due to better cardiac function in the CTRP9-overexpressing mice (Figure 5B). Echocardiography did not reveal changes in LVEDA or FAC between groups (Figure 5C,D), but global circumferential strain, peak diastolic circumferential strain rate and E′_SAX-radial_ indicated improved diastolic function in AAV-CTRP9 vs. AAV-Luc-treated mice during HFD (Figure 5E–G).

To investigate the impact of CTRP9 overexpression on cardiac glucose uptake, we conducted dynamic FDG PET scans, which showed a trend towards increased FDG uptake in the heart of AAV-CTRP9 compared to AAV control during HFD (Figure 6A,B). Furthermore, we analyzed insulin-dependent signaling pathways in the hearts by immunoblotting. In this analysis, no major differences were found between AAV-CTRP9- and AAV-Luc-treated mice, with or without insulin treatment (Figure 6C and Figure S2A–D).

### 3.6. Histological Examination Revealed Increased Cardiomyocyte Hypertrophy upon CTRP9 Knock-Out and CTRP9 Overexpression

Histological examinations revealed an increased cardiomyocyte cross-sectional area in CTRP9 KO mice vs. WT and HET mice during HFD exposure. No increase in cardiomyocyte size was observed in WT mice during HFD (Figure 7A). The capillary density did not change in HFD in KO, WT or HET mice (Figure 7B). Notably, cardiomyocyte hypertrophy also developed due to AAV-CTRP9 treatment during HFD administration, but not in the AAV-Luc treatment (Figure 7C and Figure S3A). Capillary density did not change under these conditions (Figure 7D). In addition, analysis of myocardial fibrosis by Sirius red staining, of lipid deposition by oil red o staining and of oxidative damage by staining for 4-hydroynonenal (4-HNE) did not reveal any differences between WT, KO and HET or AVV-Luc and AAV-CTRP9 treatment during chow or HFD feeding (Figure 7E,F and Figure S3C,D).

### 3.7. RNA Sequencing Reveals Anti-Inflammatory Effects of CTRP9 Overexpression during HFD Administration

Comparison of gene expression between HFD-fed WT and KO mice revealed the upregulation of genes related to (gene-ontology classes, biological processes) the tricarboxylic acid (TCA) metabolic process and the nucleoside triphosphate metabolic process, including several mitochondrial proteins belonging to the tricarboxylic acid cycle or the respiratory chain (Figure 8A). 

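The hearts of 4 CTRP9 knock-out (KO) and 3 wild-type (WT) mice were compared by bulk RNA sequencing after 12 weeks of a high-fat diet (HFD) with 60% of its energy from fat. C1qtnf9, the gene that encodes CTRP9, lies on chromosome 14 of GRCm38 from 60768134 to 60780869 (GENCODE M21, plus strand). It had 3 reads over the 4 KO hearts and 1476 reads over the 3 WT hearts, with 481 to 498 reads in each WT heart. After scaling to library size, the KO level was 0.142% of the WT level (95% exact interval 0.0293% to 0.416%, for counting error only). The paper's methods give strand-specific mRNA libraries, single-end reads of 50 bases, alignment to mm10 with bowtie2 and edgeR for differential expression. The submitters' processing notes name DESeq2, whose column names the KO table carries. Library totals, worked back from the deposited RPKM sums, were 15587701 to 18959587 reads in KO hearts (median 17259440) and 14978278 to 18377715 reads in WT hearts (median 16484187). The authors' deposited table lists raw read counts for 2372 RefSeq transcripts of 1230 gene symbols, 479 of them higher and 751 lower in KO. It holds only transcripts with a p-value under 0.05 (the largest in the authors' deposited table is 0.0499), so genes without such a difference were not analysed here. The adjusted p-values in the authors' deposited table correspond to 9376 tested transcripts, of which 469 would be expected at an unadjusted p under 0.05 by chance. Of the 2372 listed transcripts, the 1547 with an adjusted p belong to these 9376. In the authors' deposited table, 152 symbols had an adjusted p under 0.05, 24 higher and 128 lower, and 482 had no adjusted p because of low counts. For each symbol the transcript with the highest mean count was used. Counts were normalized with the authors' own size factors, and edgeR's quasi-likelihood model was refitted to the listed genes to give log2 fold changes and standard errors. Since these genes were chosen for their difference between the same hearts, the refit describes them and is no independent test. In the refit, 1153 of the 1230 genes had an adjusted p under 0.05, 452 higher and 701 lower. With DESeq2, which changes both the test and the factors, these numbers became 475 and 157, with upper quartile factors of the listed genes in edgeR 476 and 133, and with library totals 476 and 499. The listed genes higher in KO had a median GC content of 46.6% and those lower in KO 55.2%. Gene lists were fixed before the deposited data were examined, but after Fig. 8, which shows results of these hearts, had been read. Tests of the lists are therefore not blind to that figure. In each list, the split of listed members into higher and lower was set against that of all listed genes by an exact binomial test. It was also set against the split that GC content and transcript length give. Both tests treat genes as independent, so their p-values can be too small for genes that change together. A count adjusted over the list alone could not be made, because members outside the table have no p-value.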

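Most genes of the TCA cycle were not listed, and those listed were mostly higher in KO hearts, by small amounts. Their split was not past the threshold once adjusted over the lists. ATP synthase subunits were listed in both directions. Of 25 genes of the TCA cycle and pyruvate dehydrogenase, 6 were listed as higher (Csl, Dld, Ogdhl, Pdha1, Sdhd and Suclg2) and 1 as lower (Ogdh). Dld, the E3 subunit shared by the pyruvate and 2-oxoglutarate dehydrogenase complexes, had 3142 ± 121 normalized counts (SD, n = 4) in KO and 2739 ± 133 (SD, n = 3) in WT hearts, a log2 fold change of 0.20 (standard error 0.07). The log2 fold change was 0.18 (standard error 0.07) for Pdha1, a subunit of pyruvate dehydrogenase, and 0.24 (standard error 0.08) for Ogdhl. Csl had the largest fold of these, 0.54 (standard error 0.12), but it is close in sequence to the citrate synthase gene Cs and may share reads with it. None of the TCA genes had an adjusted p under 0.05 in the authors' deposited table, where that of Dld was 0.0897. Csl had no adjusted p there and so could not pass. Of 16 genes of the ATP synthase, 5 were listed as higher (Atp5e, Atp5j, Atp5j2, Atp5k and Atp5pb) and 3 as lower (Atp5d, Atp5h and Atpif1). Atp5k, subunit e of the enzyme, lies on chromosome 5 from 108433244 to 108434448 and had 511 ± 43.8 normalized counts (SD, n = 4) in KO and 355 ± 31.5 (SD, n = 3) in WT hearts. It rose with a log2 fold change of 0.53 (standard error 0.10) and an adjusted p of 0.0013 in the authors' deposited table. Atp5e, the epsilon subunit, rose with a log2 fold change of 0.40 (standard error 0.08) and an adjusted p of 0.00141 in the authors' deposited table. Atpif1, which encodes the inhibitory factor of the ATP synthase, fell with a log2 fold change of -0.37 (standard error 0.08) and an adjusted p of 0.00174 in the authors' deposited table. The split of the TCA list gave p = 0.0163 in the exact binomial test (0.0922 adjusted over the 17 lists with at least 3 listed members) and, for the 6 genes with a known GC content, an exact p = 0.0183 against GC content and length (0.155 adjusted). The split of the ATP synthase list gave p = 0.276 in the exact binomial test. All 6 genes that Fig. 8A names for the TCA process and all 10 for nucleoside triphosphates were listed as higher, 2 of them with an adjusted p under 0.05 in the authors' deposited table. The study chose these genes on the same hearts, so this tally is not independent evidence.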

Example genes are indicated in the Figure. In addition, immune response and ribonucleoprotein complex biogenesis genes were upregulated in the myocardium of KO vs. WT mice. 

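Interferon-stimulated genes were listed as higher in KO hearts without exception, while few genes of leukocytes or cytokines were listed. Of 38 interferon-stimulated genes, 11 were listed as higher (Bst2, Ddx58, Gbp3, Ifi204, Ifi205, Ifi207, Ifit2, Ifitm3, Psmb9, Rsad2 and Xaf1) and none as lower. This split gave an adjusted p of 0.000531 in the exact binomial test over 17 lists. Like the test against GC content and length, it takes genes that may change together as independent. For the 10 of them with a known GC content, GC content and length alone would give 6.30 as higher, and the exact p against that split was 0.00393 (0.0668 adjusted). Rsad2, which encodes the antiviral protein viperin, lies on chromosome 12 from 26442746 to 26456452. It had 213 ± 48.9 normalized counts (SD, n = 4) in KO and 125 ± 15.4 (SD, n = 3) in WT hearts, a log2 fold change of 0.77 (standard error 0.17). The log2 fold change was 0.46 (standard error 0.15) for Ddx58, the RNA sensor RIG-I, and 0.75 (standard error 0.25) for Psmb9, a subunit of the immunoproteasome. Ifi204, at 0.96 (standard error 0.27), belongs to a family of near-identical genes with Ifi205 and Ifi207 and is uncertain. The Toll-like receptor gene Tlr4 had a log2 fold change of 0.50 (standard error 0.14) and the kinase gene Tec 0.63 (standard error 0.17). Of 34 Toll-like receptor and innate signalling genes, 1 was listed as higher, Tlr4, and 1 as lower, Rela. Of 30 genes of monocytes and macrophages, Cx3cr1 and Fcgr1 were listed, both as higher. None of 10 markers shared by all leukocytes was listed, and of 47 genes of cytokines, chemokines and their receptors 1 was listed, Tgfb2, as lower. All 10 genes that Fig. 8A names for the immune response were listed as higher, none of them with an adjusted p under 0.05 in the authors' deposited table. Most interferon-stimulated genes listed had too few reads for an adjusted p there. Of 40 ribosome biogenesis factors, 3 were listed as higher (Esf1, Nop58 and Rrp9) and 1 as lower (Tcof1), which gave p = 0.306 in the exact binomial test. Esf1 had a log2 fold change of 0.39 (standard error 0.12) and Nop58 0.33 (standard error 0.11). The ribosomal protein genes Rps10, at 35.4 ± 7.86 normalized counts (SD, n = 4) in KO and 16.4 ± 6.55 (SD, n = 3) in WT hearts, and Rps21 and Rps24 have many near-identical copies in the genome, so their values are uncertain. The genes named in Fig. 8A were chosen by the study on these hearts and are no independent evidence of the direction.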

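In KO hearts, more cardiomyocyte and ion channel genes were listed as lower than as higher, with small folds, in a split that did not differ from that of all listed genes. Of 34 cardiomyocyte genes, 9 were listed as lower (Actc1, Actn2, Gata4, Ldb3, Mef2d, Myh6, Nkx2-5, Slc8a1 and Ttn) and 2 as higher (Csrp3 and Pln). Ldb3, a protein of the sarcomere's Z-disc, had 12131 ± 486 normalized counts (SD, n = 4) in KO and 14396 ± 227 (SD, n = 3) in WT hearts and fell by 0.25 on the log2 scale (standard error 0.06), with an adjusted p of 0.0045 in the authors' deposited table. Nkx2-5, a cardiac transcription factor, had a log2 fold change of -0.25 (standard error 0.09). Of 30 cardiac ion channel and transporter genes, 7 were listed as lower (Clcn1, Hcn4, Kcnh2, Kcnj11, Kcnn2, Kcnq1 and Scn10a) and 1 as higher (Kcnj8). Hcn4, a pacemaker channel gene on chromosome 9 from 58823412 to 58863175, had 280 ± 27.6 normalized counts (SD, n = 4) in KO and 399 ± 17.3 (SD, n = 3) in WT hearts. It fell by 0.51 on the log2 scale (standard error 0.09), with an adjusted p of 0.00315 in the authors' deposited table. The log2 fold change was -0.26 (standard error 0.09) for Kcnq1 and -0.18 (standard error 0.06) for Kcnj11, both potassium channel genes. Of 71 splicing factors, 11 were listed as lower and 4 as higher (Hnrnpu, Snrpb, Snrpd2 and Srsf3). None of these splits differed from that of all listed genes in the exact binomial test, with p = 0.221 for cardiomyocyte genes, p = 0.161 for ion channels and p = 0.432 for splicing factors. Of the 33 genes that Fig. 8A names for its 4 lower classes, 32 were in the table, all listed as lower, and 7 had an adjusted p under 0.05 in the authors' deposited table. The study chose these genes on the same hearts, so the tally is not independent evidence. The median log2 fold change of the listed genes moved from -0.23 to -0.11 with DESeq2 or to -0.08 with upper quartile factors in edgeR, and that of Kcnj11 became -0.06 or -0.03. Both sets of factors were taken from the listed genes alone, most of them lower in KO, which moves the folds up by construction.

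**Figure D1:**
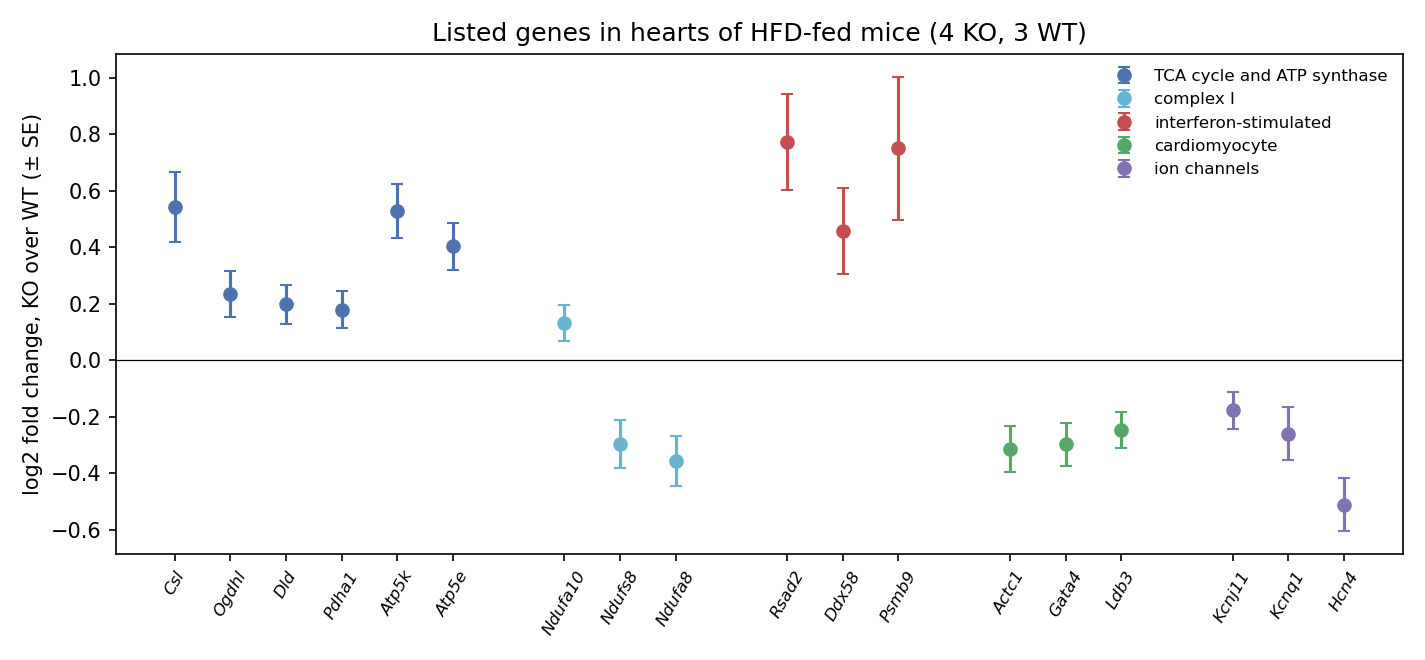
Log2 fold changes, KO over WT, of 18 listed genes in hearts after 12 weeks of HFD. Points are fits of edgeR's quasi-likelihood model to 4 KO and 3 WT hearts, bars are standard errors, and colours mark gene groups. The TCA cycle, ATP synthase and interferon-stimulated genes plotted lie above 0 and the plotted cardiomyocyte and ion channel genes lie under it, with listed members of the opposite direction, such as Atpif1, Ogdh, Csrp3, Pln and Kcnj8, left out, while complex I genes lie on both sides, from -0.36 for Ndufa8 to 0.13 for Ndufa10.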

Genes related to cardiomyocyte differentiation, the response to steroid hormones, RNA splicing and the regulation of the membrane potential were downregulated in KO vs. WT mice during HFD treatment. Altered splicing behavior was detected in the myocardium of CTRP9 KO in HFD treatment, whereby we mainly observed increased exon skipping events in KO vs. WT mice (Figure S4A). As an example, differential splicing with increased exon skipping of Kat5 (a histone acetylase) and Mef2d (a pro-hypertrophic transcription factor) in HFD-fed KO mice are displayed (Figure S4B). In general, mainly genes related to mitochondrial transport, autophagy, mitochondrial organization and cellular catabolic and metabolic processes displayed exon skipping events during HFD treatment (Figure S4C).

The comparison of myocardial RNA sequencing results of chow- vs. HFD-treated WT mice and chow- vs. HFD-treated KO mice are displayed in Figure S5. It is demonstrated there that in response to HFD (vs. chow), WT mice induce genes related to extracellular matrix, lipid metabolism, cell migration and cellular response to growth factors, while downregulating TCA-cycle genes and muscle genes. KO mice also induce lipid and fatty acid metabolic, angiogenesis and cell migration genes, but in contrast induce chemotaxis genes. KO mice also downregulate muscle genes, but specifically reduce carbohydrate and amino acid metabolism gene.

RNA sequencing of mouse hearts treated with AAV during HFD feeding revealed that cardiac CTRP9 overexpression led to upregulation of the genes positively regulating cholesterol flux, intracellular protein transport and endocytosis. On the other hand, genes related to cytokine production, inflammation, extracellular matrix organization and possible regulation of cell death genes were downregulated upon CTRP9 overexpression in the heart during HFD administration (Figure 8B).

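Hearts of mice given AAV9 vectors were sequenced after 12 weeks of HFD, 4 from mice given AAV-CTRP9 and 3 from mice given AAV-Luc. The vectors express CTRP9 or, as the control, Renilla luciferase from a troponin T promoter, which is active in cardiomyocytes. C1qtnf9 was at 69.9 ± 27.5 CPM, a read level scaled to library size (SD, n = 4), after AAV-CTRP9 and at 20.4 ± 5.29 (SD, n = 3) after AAV-Luc, a log2 fold change of 1.73 (standard error 0.26). It was higher in every AAV-CTRP9 heart than in every AAV-Luc heart (2-sided exact permutation test, p = 0.029, the smallest that 35 splits of 7 hearts allow). Its adjusted p over all genes was 0.106 from limma and 0.00141 in the authors' deposited table, from edgeR's likelihood ratio test. The antisense gene Mipepos overlaps C1qtnf9 on the other strand, from 60776329 to 60784581, and how strand entered the counting is not given in the sources used here, so reads of both cannot be told apart. The authors' deposited table holds log2 CPM values of Ensembl transcripts, 275 of them without a symbol, with fold changes and p-values from edgeR's likelihood ratio test. The log2 values step evenly in every library, and with the prior count of 1 removed all of them gave whole reads within 1e-06. Library totals recovered from the log2 CPM, as scaled by the authors, were 23626917, 28257392, 28288184 and 28509220 reads after AAV-CTRP9 and 26342180, 28022912 and 30262264 reads after AAV-Luc. For each of 13219 symbols the transcript with the highest mean was kept, and the log2 CPM values were tested with limma, with a trend of the variance on expression. Past an adjusted p of 0.05 were 2 genes, Lyz2 and Cd248, both lower after AAV-CTRP9. At an unadjusted p under 0.05 there were 1146 genes, 569 higher and 577 lower, where chance gives 661. When the values were scaled to library totals only, this split was 263 higher and 807 lower. In the authors' deposited table, 74 symbols had a false discovery rate under 0.05. On the recovered reads, edgeR's quasi-likelihood test called 5 genes, its likelihood ratio test 84 and DESeq2 61. Hearts are named here as in the columns of that table. Without the AAV-Luc heart Luc_614 limma called 150 genes, without Luc_615 it called 1, and without any other heart none, with 749 to 1667 genes at an unadjusted p under 0.05. Luc_614 stood apart in its relation to GC content: Spearman's rho between the deviation of a gene from its mean over the hearts and its GC content was 0.52 there and -0.27 to -0.11 in the other hearts, across genes, which are not independent replicates. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 40 lists, and again with an estimated correlation. Of the 13 lists lower and 4 higher with the preset correlation, only the list of monocytes and macrophages was past the threshold with the estimated one.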

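No list fixed for cholesterol handling or endocytosis rose after AAV-CTRP9, and single genes of these classes were higher without passing the test over all genes. Of 24 measured genes of cholesterol efflux and synthesis, none passed the test over all genes, and 1, Apoe, was lower when adjusted over the list alone. The median log2 fold change of this list was -0.12, and camera gave an adjusted p of 0.141. At an unadjusted p under 0.05 from limma, 4 of its genes were higher and 1 lower. Abca8b, an ABC transporter gene, was at 10.6 ± 0.921 CPM (SD, n = 4) after AAV-CTRP9 and 7.01 ± 2.30 (SD, n = 3) after AAV-Luc, a log2 fold change of 0.66 (standard error 0.21, adjusted p = 0.444 from limma). Abca12, a lipid transporter gene, had a log2 fold change of 1.08 (standard error 0.41, adjusted p = 0.529 from limma), and it was at 0.631 CPM in Luc_614 and at 2.39 and 2.47 CPM in the other AAV-Luc hearts. Ces1e, a carboxylesterase gene, had a log2 fold change of 0.80 (standard error 0.32) at 1.16 ± 0.344 CPM (SD, n = 4). Of 30 genes of endocytosis and vesicle transport, none passed the test over all genes or when adjusted over the list alone, and camera gave an adjusted p of 0.741 with a median log2 fold change of 0.00. Among the genes that Fig. 8B names for endocytosis, the immunoglobulin gene Ighd had a log2 fold change of 1.32 (standard error 0.23). Its adjusted p was 0.134 from limma and 0.00054 in the authors' deposited table, from edgeR's likelihood ratio test. It was higher in every AAV-CTRP9 heart than in every AAV-Luc heart, at 2.57 ± 0.562 (SD, n = 4) and 1.03 ± 0.224 CPM (SD, n = 3). Pik3c2a, a phosphoinositide 3-kinase of vesicle traffic, had a log2 fold change of 0.82 (standard error 0.33), and Ap1g1, a clathrin adaptor subunit, 0.05 (standard error 0.08). Among those named for protein transport, Akap5, an anchor of protein kinase A, had a log2 fold change of 1.00 (standard error 0.29) and Cep290, a ciliary protein, 0.71 (standard error 0.26), both at under 3 CPM. All 12 genes that Fig. 8B names as higher had a log2 fold change above 0, 9 of them at an unadjusted p under 0.05 and none past the adjusted threshold of limma. They were chosen by the study on these hearts, so this is not independent evidence.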

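After AAV-CTRP9, transcripts of macrophages, fibroblasts and the extracellular matrix were lower than after AAV-Luc by camera at the preset correlation, as were those of cytokines and of acute phase and complement proteins. Of these only the macrophage list passed with an estimated correlation, and transcripts of endothelial and mural cells did not pass the test. The genes that fell past the threshold over all genes were Lyz2, the lysozyme of macrophages, and Cd248, a surface protein of fibroblasts and pericytes. Lyz2, on chromosome 10 from 117277331 to 117282321, was at 28.4 ± 1.33 CPM (SD, n = 4) after AAV-CTRP9 and 45.0 ± 0.909 (SD, n = 3) after AAV-Luc, a log2 fold change of -0.67 (standard error 0.07, adjusted p = 0.0354 from limma). Cd248, on chromosome 19 from 5068078 to 5070682, was at 14.1 ± 0.814 CPM (SD, n = 4) after AAV-CTRP9 and 23.8 ± 1.92 (SD, n = 3) after AAV-Luc, a log2 fold change of -0.75 (standard error 0.09, adjusted p = 0.0419 from limma). Of 29 measured genes of monocytes and macrophages, 28 had a log2 fold change below 0, 1 fell over all genes and 16 fell when adjusted over the list alone. The list fell with a median log2 fold change of -0.53 (camera adjusted p = 4.36e-21; adjusted p = 0.0125 with an estimated correlation). In it, the integrin gene Itgam had a log2 fold change of -0.93 (standard error 0.15) and the complement gene C1qb -0.56 (standard error 0.08). Of 38 genes of collagens and matrix, none fell over all genes and 19 fell when adjusted over the list alone, with a median log2 fold change of -0.37 (camera adjusted p = 3.27e-24; adjusted p = 0.117 with an estimated correlation). Col1a1 was at 47.1 ± 6.06 CPM (SD, n = 4) after AAV-CTRP9 and 77.5 ± 16.6 (SD, n = 3) after AAV-Luc, and Col3a1 had a log2 fold change of -0.76 (standard error 0.16). Of 16 fibroblast genes, 1 fell over all genes and 6 when adjusted over the list alone, with a median of -0.24 (camera adjusted p = 6.27e-08; adjusted p = 0.0888 with an estimated correlation). Of 25 genes of cytokines, chemokines and their receptors, none fell over all genes and 3 when adjusted over the list alone, with a median of -0.25 (camera adjusted p = 6.59e-08; adjusted p = 0.116 with an estimated correlation). The chemokine gene Ccl9 had a log2 fold change of -1.07 (standard error 0.21). Of 18 genes of acute phase proteins and complement, none fell over all genes and 5 when adjusted over the list alone, with a median of -0.43 (camera adjusted p = 1.66e-11; adjusted p = 0.116 with an estimated correlation). Serpina3n, an acute phase protease inhibitor, was at 9.01 ± 3.13 CPM (SD, n = 4) after AAV-CTRP9 and 20.5 ± 3.08 (SD, n = 3) after AAV-Luc, a log2 fold change of -1.24 (standard error 0.24, adjusted p = 0.161 from limma). Of 24 genes of apoptosis and p53 targets, none passed the test over all genes or when adjusted over the list alone (camera adjusted p = 0.0784). Ucp2, a mitochondrial carrier that Fig. 8B names under cell death, had a log2 fold change of -0.65 (standard error 0.10). For 21 endothelial genes the median log2 fold change was -0.04 (camera adjusted p = 0.185), and for 12 genes of pericytes and smooth muscle 0.04 (camera adjusted p = 0.874). All 58 genes that Fig. 8B names as lower had a log2 fold change below 0, 49 of them at an unadjusted p under 0.05 and 1, Cd248, past the adjusted threshold. The study chose them on these hearts, so the tally is not independent evidence. Of the AAV-Luc hearts, Luc_624 lay highest for the matrix list (mean deviation 0.49, with 0.19 in Luc_614 and 0.02 in Luc_615), and genes of erythrocytes and immediate early genes were lower after AAV-CTRP9 as well, by camera at the preset correlation only. The calls of Lyz2 and Cd248 were lost without each heart other than Luc_614, with log2 fold changes from -0.68 to -0.63 and from -0.82 to -0.70.

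**Figure D2:**
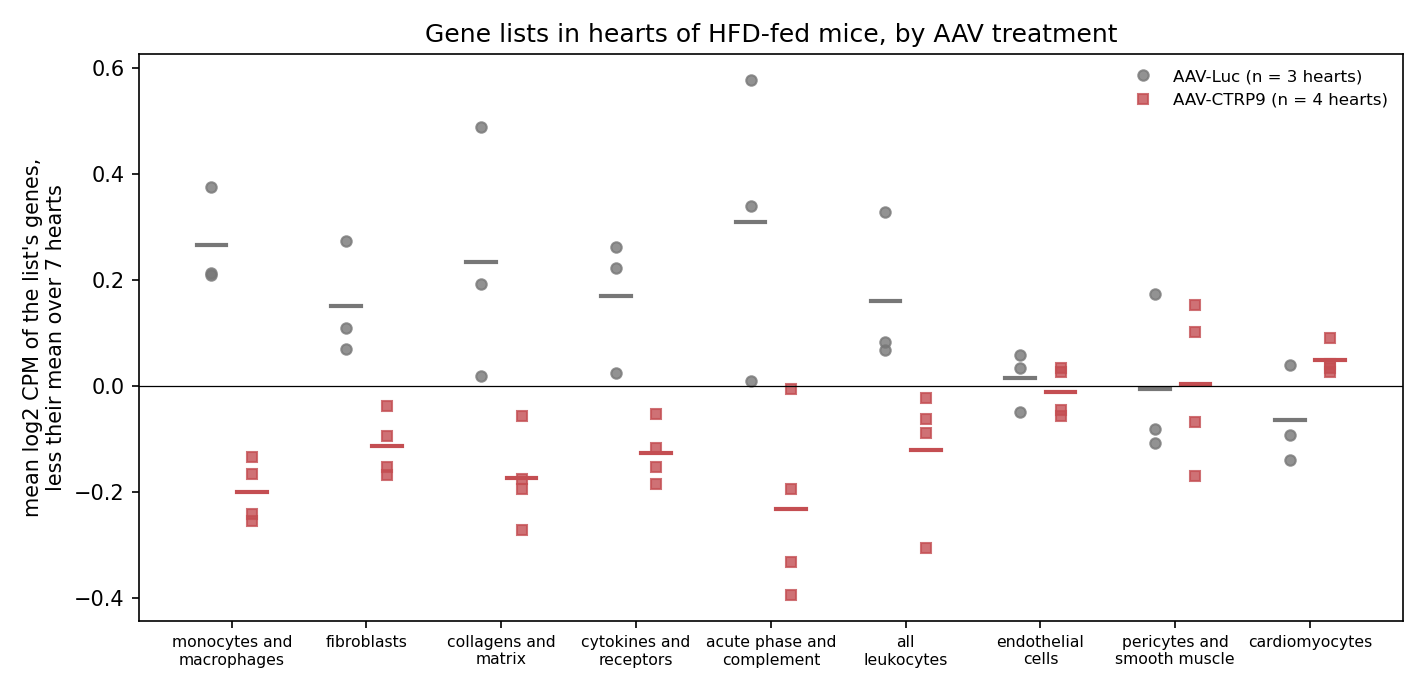
Mean log2 CPM of the genes of 9 lists in each heart, less their mean over the 7 hearts. Each point is 1 heart, 3 after AAV-Luc (grey circles) and 4 after AAV-CTRP9 (red squares), and short lines are group means. For monocytes and macrophages the AAV-CTRP9 hearts lie from -0.26 to -0.13 and the AAV-Luc hearts from 0.21 to 0.38, whereas the groups overlap for endothelial cells and for pericytes and smooth muscle.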

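The macrophage Fc receptor gene Fcgr1 was listed as higher in KO hearts and was lower after AAV-CTRP9, but most genes listed as higher in KO were not lower after AAV-CTRP9. Fcgr1 had 23.0 ± 7.18 normalized counts (SD, n = 4) in KO and 10.1 ± 3.89 (SD, n = 3) in WT hearts, and 0.900 ± 0.143 CPM (SD, n = 4) after AAV-CTRP9 and 1.46 ± 0.252 (SD, n = 3) after AAV-Luc. Its log2 fold change was 1.16 (standard error 0.37) in KO and -0.69 (standard error 0.25, adjusted p = 0.506 from limma) after AAV-CTRP9. Of the 441 genes listed as higher in KO and measured in the AAV experiment, 138 (31.3%) had a lower level after AAV-CTRP9. At an unadjusted p under 0.05 in the AAV comparison, 9 of these were lower and 37 were higher after AAV-CTRP9. Fcrls, an Fc receptor-like gene, and Fgl2, a fibrinogen-like gene, are among the 9 and were picked after their values were seen. Their log2 fold changes were 0.90 and 0.38 in KO and -0.72 and -0.48 after AAV-CTRP9. Of the 704 genes listed as lower in KO, 328 (46.6%) were higher after AAV-CTRP9. Among those lower in both comparisons at an unadjusted p under 0.05 was Col1a1, with 1207 ± 212 normalized counts (SD, n = 4) in KO and 1526 ± 125 (SD, n = 3) in WT hearts. The fibronectin gene Fn1 was also lower in both, with a log2 fold change of -0.38 in KO and -0.68 (standard error 0.28) after AAV-CTRP9. Cd248, which passed the threshold after AAV-CTRP9, was listed as lower in KO too. Its log2 fold change was -0.51 in KO, with no adjusted p in the authors' deposited table, and -0.75 after AAV-CTRP9. Over all 1145 shared genes, 40.7% had opposite signs and Spearman's rho of the log2 fold changes was 0.22, across genes, which are not independent replicates. The experiments share no libraries. Without Luc_614, 51.0% had opposite signs and rho was -0.03, and with GC content and length trends removed, which was chosen after the data were seen, 48.2% and 0.0754. The genes listed as higher in KO were tested as a set in the AAV comparison and lay above other genes (camera p = 0.00139, p = 0.186 with an estimated correlation).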

Because inflammatory gene expression was upregulated in KO mice and downregulated upon AAV-mediated CTRP9 overexpression in HFD feeding, we assessed myocardial inflammation by immunostaining for CD45 (a leukocyte marker). Indeed, as displayed in Figure 8C, HFD increased leukocyte abundance in the heart of control mice (WT mice with or without AAV-Luc administration), which was aggravated by the lack of CTRP9 in KO mice but ameliorated by AAV9-mediated CTRP9 overexpression. Hence, CTRP9 exerts anti-inflammatory effects in diabetic cardiomyopathy.

## 4. Discussion

Cardiac dysfunction in diabetic cardiomyopathy is based on multiple mechanisms. For example, the diabetic heart exerts increased fatty acid oxidation, but reduced oxidation of glucose [23,24]. This is believed to be the consequence of (a) reduced glucose uptake in insulin-resistant states, and (b) increased cellular fatty acid uptake through the membrane transporter Cd36 into cardiomyocytes. As ATP production from fatty acids requires more oxygen than from glucose, the heart becomes more inefficient. More reactive oxygen species (ROS) are produced, which foster mitochondrial uncoupling and therefore a further reduction in mitochondrial energy production. In addition, toxic lipid metabolites trigger ER stress, myocyte death and dysfunction. Increased levels of pro-inflammatory cytokines and increased leukocyte infiltrations are also observed in diabetic hearts [23,24].

In this study, we investigated how CTRP9 affects cardiac glucose uptake, global myocardial gene expression and cardiac histology and function during HFD-induced DM. CTRP9 is highly expressed in the heart (about 100-fold higher than the related adiponectin) and is mainly secreted from endothelial cells to act in a paracrine manner [6]. CTRP9 is upregulated in cardiac pressure overload, when it contributes to cardiac hypertrophy and dysfunction [6]. Interestingly, however, during myocardial ischemia, endogenous CTRP9 expression is downregulated, and supplementation of exogenous CTRP9 promotes cell survival and improves ventricular remodeling [12,13]. Because cardiac as well as plasma CTRP9 levels markedly decrease during HFD, the question of whether or not reduced CTRP9 levels contribute to myocardial dysfunction under these circumstances has a high clinical relevance [13]. Recently, CTRP9 KO mice were analyzed after long-term (26 weeks) exposure to HFD, which resulted in advanced disease, i.e., more systolic cardiac dysfunction, enhanced oxidative damage, lipid deposition and fibrosis in KO mice, although neither CTRP9 overexpression nor cardiac metabolism were investigated, and no underlying molecular mechanisms were provided [25]. In our study, we only administered HFD for 12 weeks and thereby investigated an early disease state, to gain knowledge regarding the molecular basis of the CTRP9 effects. At the end of HFD administration, both WT and KO mice exerted a reduced glucose tolerance, with a significant worsening in KO mice, but insulin resistance was only observed in KO mice, as previously published [8]. While HFD did not affect cardiac function in WT mice at this stage, it triggered diastolic left ventricular dysfunction in KO mice, which is known to occur before systolic dysfunction in diabetes [26]. At the same time, only a mild increase in cardiomyocyte hypertrophy, but no enhancement of fibrosis, no lipid deposition and no oxidative damages, were observed in KO mice. Therefore, although these features might occur at the advanced disease state, they are likely not primarily responsible for aggravated cardiomyopathy in CTRP9 KO mice. Highly selective overexpression of CTRP9 in cardiomyocytes, in turn, improved diastolic function.

Unexpectedly, however, we observed that cardiac CTRP9 overexpression induced a state of systemic insulin resistance with increased serum insulin levels. This is in contrast to systemic transgenic CTRP9 overexpression in mice, which protected from diet-induced obesity and metabolic dysfunction by triggering reduced food intake, an increased oxygen consumption rate in part due to enhanced mitochondrial content, increased fatty acid oxidation enzyme expression and chronic AMPK activation in skeletal muscle [9]. In these transgenic mice, CTRP9 was overexpressed in heart, skeletal muscle and the brain. Therefore, cardiac CTRP9 overexpression in our study might not be sufficient to alleviate systemic metabolic dysfunction, because skeletal muscles especially serve this purpose. In addition, the overexpression in cardiomyocytes in our study is, to a certain degree, unphysiological, because CTRP9 is mainly derived from endothelial cells in the heart. However, due to the secreted nature of the protein, the originating cell might be less relevant. Why the metabolic state even worsens due to cardiac CTRP9 overexpression currently remains unresolved, although the counter regulatory effects of systemic endocrine systems due to altered cardiac metabolism could play a role. In this regard, it had been demonstrated that the heart can regulate metabolic activity and energy expenditure in peripheral tissues, for example, by releasing endocrine (“cardiocrine”) factors, such as natriuretic peptides or MG53 [27,28,29]. Therefore, although we have not investigated this, an improved cardiac insulin responsiveness due to selective myocardial CTRP9 overexpression could modify cardiocrine signaling in a way that leads to insulin resistance in peripheral tissues and increased systemic insulin levels.

We found in our study that lack of CTRP9 during HFD in KO mice blunted insulin-triggered signaling and glucose uptake in the heart in vivo. This means that reduced CTRP9 levels in the myocardium in diabetic hearts promote cardiac insulin resistance, which typically leads to an overall decrease in glycolysis and glucose oxidation and an increased use of fatty acids as energy source. This altered myocardial substrate use increases the oxygen cost of contractility and makes the heart more inefficient [30,31]. In turn, CTRP9 overexpression enhanced insulin-triggered cardiac glucose uptake, although no augmentation of signaling was seen. CTRP9 is also known to increase mitochondrial numbers in its target cells [9,32]: Both effects, i.e., decreased glucose uptake and reduced mitochondrial number, will likely contribute to reduced maximum mitochondrial respiration in the isolated cardiomyocytes of KO mice that we detected by Seahorse analysis. Moreover, mitochondrial dysfunction emerges as a consequence of enhanced fatty acid metabolism and resulting ROS production and lipotoxicity [33,34,35]. Intriguingly, while inhibition of the mitochondrial pyruvate carrier strongly reduced maximum mitochondrial respiration in WT cardiomyocytes roughly to the level of KO cardiomyocytes, no further reduction was induced by pyruvate carrier inhibition in the latter, because apparently pyruvate usage was already minimal due to reduced glucose uptake and metabolism. It is interesting to note that endothelial cells appear to play an important regulatory function for the metabolism of cardiomyocytes. While previous work had revealed their essential contribution for the uptake of fatty acids [36], we suggest here that paracrine endothelial CTRP9 is necessary for adequate glucose uptake in cardiomyocytes. In summary, we propose that CTRP9 deficiency entails myocardial inefficiency and energy shortage and thereby leads to cardiac dysfunction.

To obtain further insight into the mechanisms of CTRP9 in diabetic hearts, we conducted extensive RNA sequencing analyses from mouse heart tissue. These experiments, in part, confirmed the effects from our metabolic analyses; for example, the reduced expression of glucose metabolism genes and highly significant upregulation of fatty acid metabolism genes in KO mice upon HFD. On the other hand, novel aspects were uncovered, such as reduced expression of cardiomyocyte-specific genes, such as Actc1 or Gata4, or the reduced expression of splicing factors in the myocardium of CTRP9 KO mice that result mainly in exon skipping in genes related to mitochondria, autophagy and metabolism and might therefore contribute to the accelerated development of diabetic cardiomyopathy. Indeed, changes in RNA splicing patterns had been previously found in diabetic cardiomyopathy and were suggested to promote the disease [37,38]. Moreover, the modestly increased expression of TCA cycle and respiratory chain genes in the myocardium of KO mice might be based on a mechanism to compensate for mitochondrial and metabolic dysfunction. 

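Actc1 and Gata4 were each lower in KO hearts by about the same small amount, and splicing factors were listed in both directions. Actc1, the cardiac alpha-actin gene on chromosome 2 from 114047282 to 114053548, had 132459 ± 10499 normalized counts (SD, n = 4) in KO and 164655 ± 11047 (SD, n = 3) in WT hearts. It fell by 0.31 on the log2 scale (standard error 0.08), with an adjusted p of 0.0076 in the authors' deposited table. Gata4, a cardiac transcription factor gene on chromosome 14 from 63198922 to 63271692, had 1865 ± 146 normalized counts (SD, n = 4) in KO and 2291 ± 79.8 (SD, n = 3) in WT hearts. It fell by 0.30 on the log2 scale (standard error 0.08), with an adjusted p of 0.016 in the authors' deposited table. Of the splicing factors listed as lower, Hnrnpl fell with a log2 fold change of -0.31 (standard error 0.07) and an adjusted p of 0.00981 in the authors' deposited table, and Rbpms fell with -0.24 (standard error 0.07) and an adjusted p of 0.0397 there. Sf3a1, a subunit of the U2 snRNP, had a log2 fold change of -0.20 (standard error 0.08) and the kinase gene Clk2 -0.37 (standard error 0.14). Hnrnpa1, at 13.2 ± 3.68 normalized counts (SD, n = 4) in KO hearts, has many near-identical copies in the genome and is uncertain. Hnrnpu, another nuclear ribonucleoprotein gene, rose with a log2 fold change of 0.25 (standard error 0.07) and an adjusted p of 0.0306 in the authors' deposited table. Exon skipping was not analysed here. Scaled by upper quartiles of the listed genes alone, most of them lower in KO, log2 fold changes move up by construction. They were then -0.17 for Actc1 and -0.15 for Gata4 and no longer past the threshold of the refit.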

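Subunits of the respiratory complexes were listed in both directions in KO hearts. Of 37 complex I subunits, 2 were listed as higher (Ndufa10 and Ndufa4) and 5 as lower (Ndufa3, Ndufa7, Ndufa8, Ndufs7 and Ndufs8), which gave p = 0.713 in the exact binomial test. Ndufa8 had 3142 ± 122 normalized counts (SD, n = 4) in KO and 4024 ± 581 (SD, n = 3) in WT hearts and fell by 0.36 on the log2 scale (standard error 0.09), with an adjusted p of 0.012 in the authors' deposited table. Ndufs8 fell by 0.30 (standard error 0.09), with an adjusted p of 0.0369 in the authors' deposited table. Ndufa10 had a log2 fold change of 0.13 (standard error 0.06) at 4904 ± 150 normalized counts (SD, n = 4) in KO hearts. Of 21 subunits of complexes III and IV, Uqcrfs1, the Rieske protein of complex III, was listed as higher with a log2 fold change of 0.18 (standard error 0.08). Cox6a2, a muscle subunit of complex IV, was listed as lower with -0.30 (standard error 0.11). The TCA cycle genes Sdhd and Suclg2 had log2 fold changes of 0.18 (standard error 0.07) and 0.21 (standard error 0.08). None of 13 mitochondrially encoded protein genes was listed. For the modestly higher expression of TCA cycle and respiratory chain genes in KO hearts, the paper proposes compensation for mitochondrial and metabolic dysfunction as a possible basis.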

Because immune response genes were upregulated in the myocardium of KO mice, but reduced upon CTRP9 overexpression under HFD conditions, we investigated this further and indeed found that CTRP9 inhibits leukocyte abundance in the diabetic heart. 

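Interferon-stimulated genes, of which 11 of 38 were listed as higher in KO hearts, none with an adjusted p under 0.05 in the authors' deposited table, were not clearly lower after AAV-CTRP9, and the leukocyte gene Ptprc, which encodes CD45, was at similar levels with a wide spread. Ptprc, on chromosome 1 from 138062861 to 138175708, was at 2.65 ± 0.450 CPM (SD, n = 4) after AAV-CTRP9 and 2.75 ± 2.06 (SD, n = 3) after AAV-Luc. Its log2 fold change was 0.25 (standard error 0.45, adjusted p = 0.899 from limma), and without Luc_614 it was -0.40. It was -0.06 in the authors' deposited table and -0.04 in edgeR's quasi-likelihood test, which was chosen after the data were seen, so its direction depends on the method. It was not among the genes listed for KO. Of 10 markers shared by all leukocytes, none passed the test over all genes and 2 were lower when adjusted over the list alone, with a median log2 fold change of -0.29 (camera adjusted p = 0.000202; adjusted p = 0.117 with an estimated correlation). Of 37 measured interferon-stimulated genes, none passed the test over all genes or when adjusted over the list alone, with a median of -0.10 (camera adjusted p = 0.0422; adjusted p = 0.690 with an estimated correlation). Isg15, a ubiquitin-like protein induced by interferon, had a log2 fold change of -0.84 (standard error 0.31, adjusted p = 0.528 from limma) at 0.849 ± 0.236 CPM (SD, n = 4). Of 23 Toll-like receptor and innate signalling genes, none passed the test over all genes or when adjusted over the list alone (median -0.10, camera adjusted p = 0.00912; adjusted p = 0.122 with an estimated correlation). Tlr2 had a log2 fold change of -0.70 (standard error 0.22, adjusted p = 0.431 from limma). Of 9 genes of MHC class II and dendritic cells, none passed either test (median -0.37, camera adjusted p = 0.00843; adjusted p = 0.443 with an estimated correlation). No gene of the T and NK cell list was measured. The call of the interferon list was lost without CTRP9_609, CTRP9_611, CTRP9_620, Luc_615 or Luc_624 and when values were scaled to library totals only (adjusted p = 0.110 from camera, a limma test). It was stronger without CTRP9_610 (adjusted p = 4.08e-05), whose mean deviation for this list was 0.23 against -0.13 to -0.11 in the other AAV-CTRP9 hearts, and without Luc_614 (adjusted p = 0.000313). The call of the innate signalling list was lost without Luc_624, and that of the dendritic cell list without CTRP9_620 or Luc_624. The paper gives higher immune response genes in KO hearts and lower ones after CTRP9 overexpression as its reason to look further, and states from its CD45 staining that CTRP9 inhibits leukocyte abundance in the diabetic heart.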

Although we have not further characterized the type of inflammatory cell that is suppressed by CTRP9, previous studies in diabetic cardiomyopathy have mainly implicated macrophages and T-cells [39]. For instance, pro-inflammatory M1 macrophages were reported to be more abundant and contribute to cardiac damage in diabetic heart failure [40,41,42]. Similarly, CD4-positive Th1 cells are especially upregulated in the peripheral blood and hearts of diabetic patients and might contribute to cardiac damage [43,44,45]. In addition, neutrophils and B-cells could play a role, but more work is needed to define the role of specific immune cell subsets in diabetic cardiomyopathy [39].

Because different anti-inflammatory maneuvers improved the experimental diabetic cardiomyopathy in mice and rats, the anti-inflammatory effects of CTRP9, which had been previously observed in vitro and were also described for the related adiponectin, likely contribute to the protective action of CTRP9 in diabetic cardiomyopathy [46,47,48,49,50,51,52]. As limitations of our study, we (a) did not decipher whether or not the protective effects of CTRP9 in diabetic cardiomyopathy depended primarily on its impact on cardiomyocyte metabolism or on its anti-inflammatory nature,(b) we only investigated the effects of CTRP9 in one model of diabetic cardiomyopathy and (c) only in male mice. Future studies should therefore investigate the effects of CTRP9 in additional disease models of DM (e.g., in db/db mice), and in female mice, as well as address the primary beneficial target of CTRP9 more in depth.

## 5. Conclusions

In summary, we demonstrate here that endothelial-derived CTRP9 is required to counteract insulin resistance and myocardial inflammation and to promote mitochondrial metabolism in order to protect from diabetic cardiomyopathy during HFD conditions. We envisage that restoration of CTRP9 levels in diabetic cardiomyopathy might be a novel therapeutic strategy, but care must be taken that systemic insulin resistance is not aggravated by this approach. To avoid this, systemic rather than targeted cardiac CTRP9 overexpression might be advisable.

## Figures and Tables

**Figure 1:**
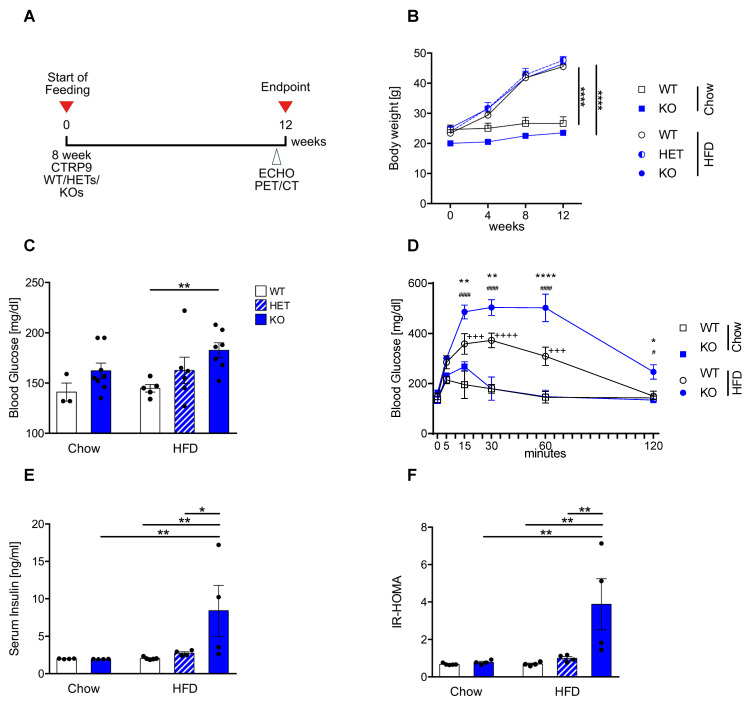
CTRP9 knock-out leads to peripheral insulin resistance after high-fat diet (HFD) feeding. (**A**) Scheme showing the experimental timeline. (**B**) Body weight measured 4, 8 and 12 weeks after start of diet. WT: wild-type mice; KO homozygous and HET heterozygous CTRP9 knock-out mice. (**C**) Fasted serum glucose levels. (**D**) Glucose tolerance test. */**/**** indicates significance between WT HFD vs. KO HFD. ^+++^/^++++^ indicates significance between WT HFD vs. WT Chow. ^#^/^####^ indicates significance between KO HFD vs. KO Chow. (**E**) Serum insulin levels. (**F**) HOMA-Index of insulin resistance. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, # *p* < 0.05, ^####^ *p* < 0.0001, ^+++^ *p* < 0.001, ^++++^ *p* < 0.0001.

**Figure 2:**
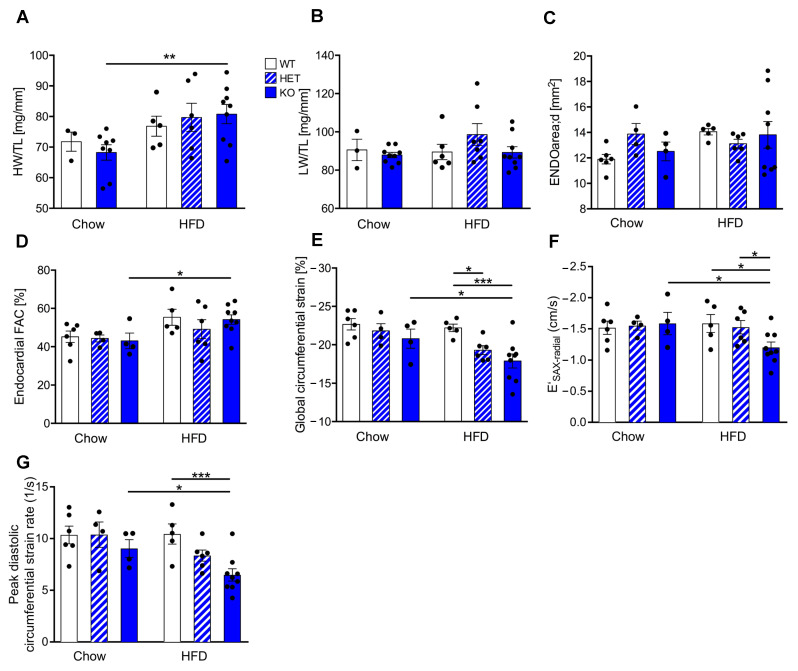
CTRP9 knock-out leads to increased heart weight and impaired cardiac diastolic function during high-fat diet (HFD). (**A**) Ratio between heart weight (HW) and tibia length (TL). WT: wild-type mice; KO homozygous and HET heterozygous CTRP9 knock-out mice. (**B**) Ratio between lung weight (LW) and TL. (**C**,**D**) Echocardiographic analysis. (**C**) Enddiastolic area. (**D**) Endocardial fractional area change (FAC). (**E**) Global circumferential strain as marker of global cardiac function. (**F**) E′_SAX-radial_ indicates average endocardial movement during cardiac relaxation. (**G**) Peak diastolic circumferential strain rate as a marker of lusitropy. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
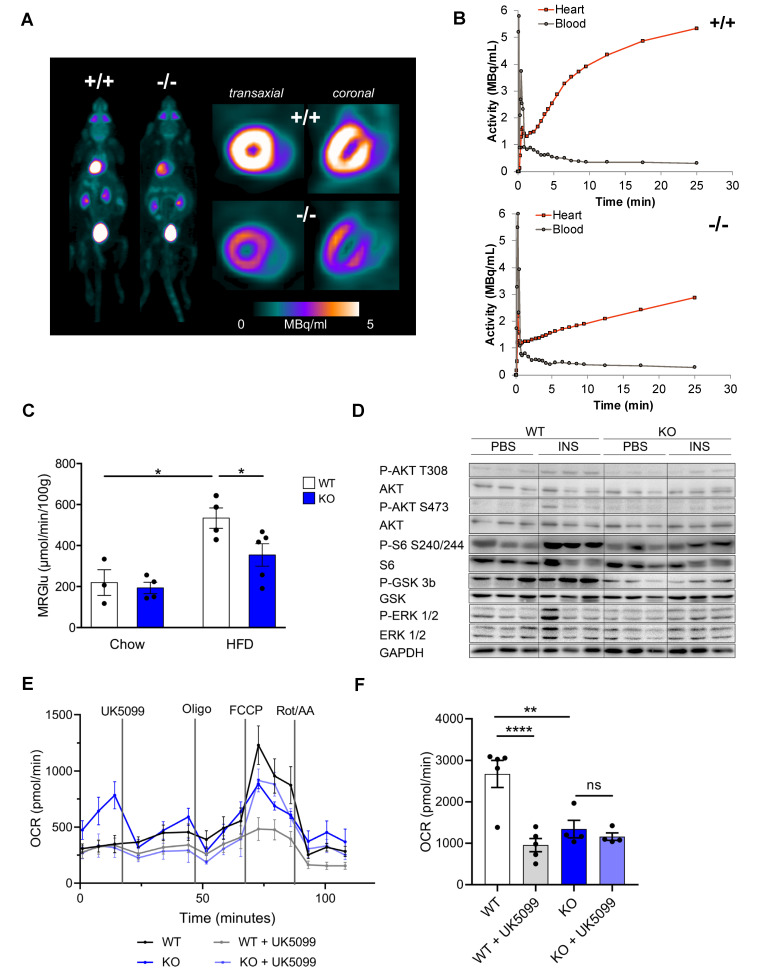
Decreased cardiomyocyte oxidative metabolism and reduced cardiac insulin response in CTRP9 knock-out mice during high-fat diet (HFD). (**A**) Representative images of whole mouse and cardiac PET scans of HFD-fed mice of the indicated genotypes. ^18^F-fluoro-deoxyglucose was used as a tracer. (**B**) Dynamic glucose uptake measured through PET scans, and its quantification in (**C**). WT: wild-type mice (+/+); KO: homozygous CTRP9 knock-out mice (−/−). (**D**) Immunoblot of cardiac protein lysate of mice of the indicated genotype and treated as shown. GAPDH was used as a loading control. INS: insulin. (**E**,**F**) Seahorse analysis of cardiomyocytes isolated from the indicated mice and treated as shown during the analysis. (**E**) Kinetic graph of the glucose/pyruvate stress test assay, and (**F**) bar chart of maximum respiration with or without inhibition of the mitochondrial pyruvate carrier by UK5099. Oligo: Oligomycin, Rot/AA: Rotenone/antimycin A. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
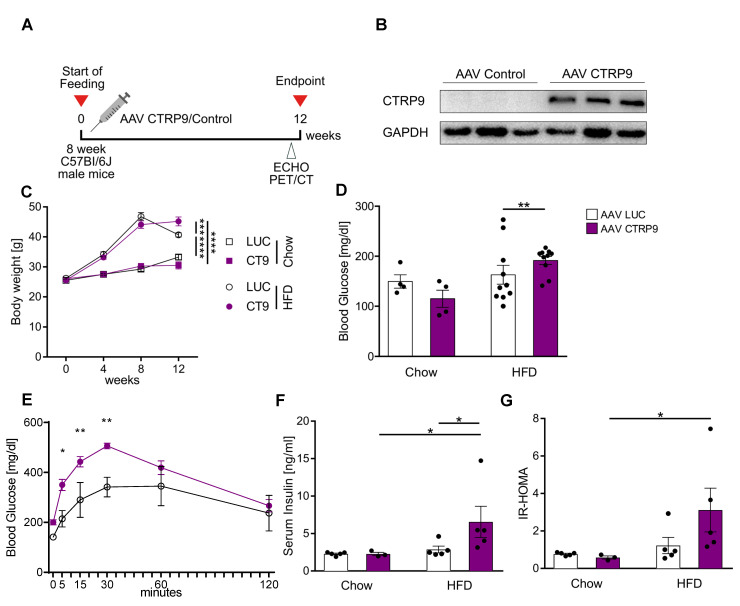
Cardiac overexpression of CTRP9 leads to peripheral insulin resistance during administration of a high-fat diet (HFD). (**A**) Scheme showing the experimental timeline. (**B**) Immunoblotting for CTRP9 from cardiac protein lysate of mice treated either with AAV Luc (control, LUC) or AAV CTRP9 (CT9, leading to myocardial CTRP9 overexpression). (**C**) Body weight measured at 4, 8 and 12 weeks in the indicated mice after start of feeding. (**D**) Fasted serum glucose levels. (**E**) Glucose tolerance test in the indicated mice after 12 weeks of HFD. (**F**) Serum insulin levels. (**G**) HOMA-Index of insulin resistance. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
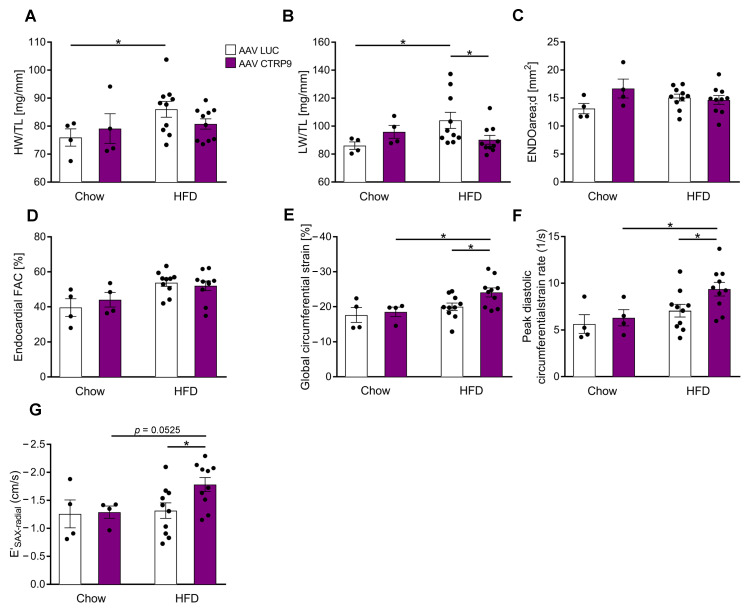
Overexpression of CTRP9 improves cardiac diastolic function during high-fat diet (HFD). (**A**) Ratio between heart weight (HW) and tibia length (TL) in the indicated mice treated either with AAV Luc (control) or AAV CTRP9 (leading to myocardial CTRP9 overexpression). (**B**) Ratio between lung weight (LW) and TL. (**C**–**G**) Echocardiographic analysis. (**C**) Enddiastolic area. (**D**) Endocardial fractional area change (FAC). (**E**) Global circumferential strain as a marker of global cardiac function. (**F**) Peak diastolic circumferential strain rate as a marker of lusitropy. (**G**) E′_SAX-radial_ based on average endocardial movement during cardiac relaxation. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05.

**Figure 6:**
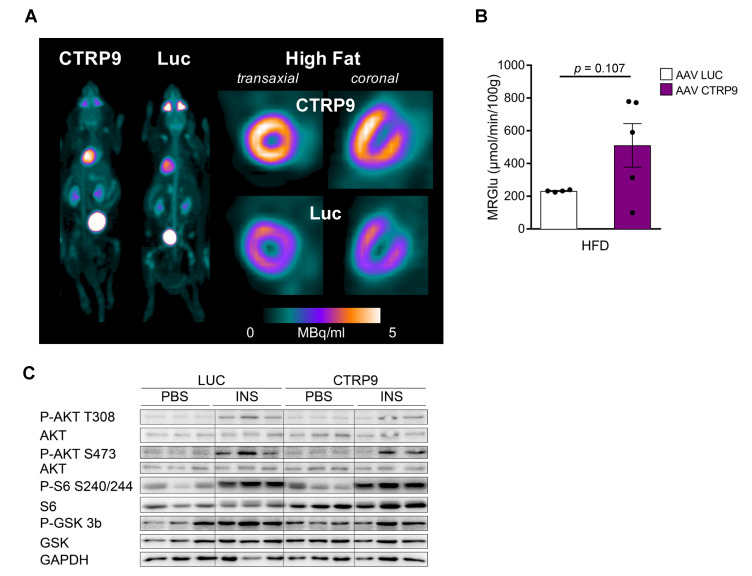
Overexpression of CTRP9 leads to increased glucose uptake in the heart during high-fat diet (HFD) administration. (**A**) Representative images of cardiac PET scans of the indicated HFD-fed mice treated either with AAV Luc (control) or AAV CTRP9 (leading to myocardial CTRP9 overexpression). ^18^F-fluoro-deoxyglucose was used as a tracer. (**B**) Dynamic glucose uptake measured through PET scans as described in (**A**). (**C**) Immunoblot of cardiac protein lysate of mice treated as shown. GAPDH was used as a loading control. INS: insulin. Data are shown as mean ± standard error of the mean (SEM).

**Figure 7:**
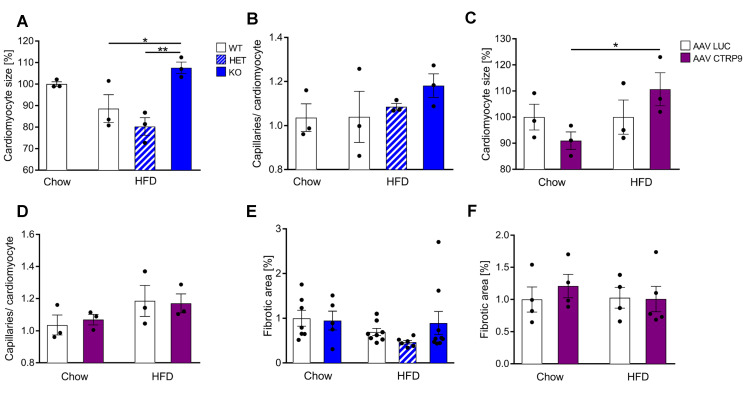
Histological analyses in mouse hearts with CTRP9 knock-out and overexpression**.** (**A**) Cardiomyocyte size measured as cross-sectional area and capillary density, measured as capillaries/cardiomyocyte ratio (**B**) in the indicated mice. WT: wild-type mice; KO homozygous and HET heterozygous CTRP9 knock-out mice. HFD: high-fat diet. (**C**) Cardiomyocyte size and capillary density (**D**) in the indicated mice treated with either AAV Luc (control) or AAV CTRP9 (leading to myocardial CTRP9 overexpression). (**E**,**F**) Quantification of cardiac fibrotic area in the indicated mice. Data are shown as mean ± standard error of the mean (SEM). * *p* < 0.05, ** *p* < 0.01.

**Figure 8:**
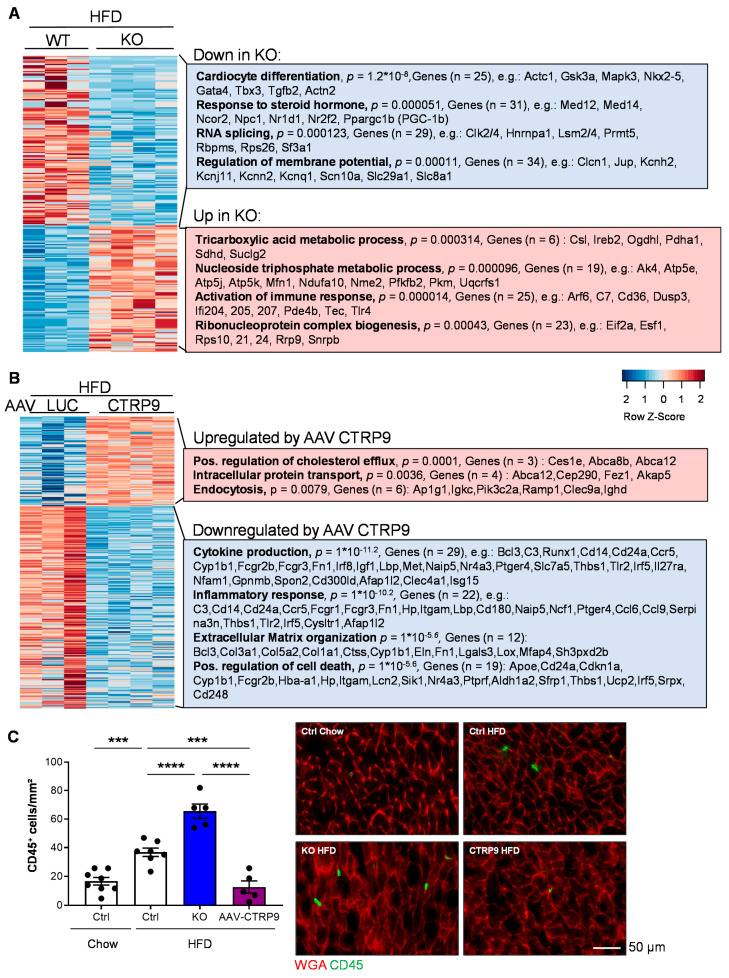
CTRP9 acts as an anti-inflammatory mediator in mouse hearts during high-fat diet. (**A**) Transcriptomic profiling from hearts of wild-type (WT) and CTRP9 knock-out (KO) mice after 12 weeks of high-fat diet (HFD). A heat map of differentially expressed genes is shown. Gene-ontology classes of differentially downregulated and upregulated genes and example genes are shown on the right. (**B**) Transcriptomic profiling from the hearts of AAV-Luc- and AAV-CTRP9-treated mice after 12 weeks of HFD feeding. Gene-ontology classes of differentially downregulated and up-regulated genes and example genes are shown on the right. (**C**) Quantification of the myocardial abundance of CD45+ leukocytes in the indicated mice and representative images. *** *p* < 0.001, **** *p* < 0.0001.

## Data Availability

The data presented in this study are available on request from the corresponding author. RNAseq data sets are deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus database with accession number GSE219101.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12030443/s1, Figure S1: CTRP9 knock-out mice (KO) do not activate Akt/ProteinkinaseB-dependent signaling in response to insulin; Figure S2: Cardiac CTRP9 overexpression in mice does not change signaling in response to insulin; Figure S3: Histological examinations in CTRP9 knock-out mice and in mice with cardiac CTRP9 overexpression; Figure S4: Alternative splicing events in CTRP9 knock-out (KO) mice during high-fat diet (HFD); Figure S5: Different gene-expression patterns in response to HFD (high-fat diet) in CTRP9 knock-out (KO) and wild-type (WT) mice.

How the deposited data were processed for this re-analysis (not part of the article)

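Whole hearts of mice kept for 12 weeks on a high-fat diet with 60% of its energy from fat were compared in pairs of groups, 4 KO with 3 WT hearts and 4 AAV-CTRP9 with 3 AAV-Luc hearts, each from a different mouse, and the mice of the AAV experiment had been given 1e12 viral genomes. The 2 experiments share no hearts.

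The authors trimmed single-end reads of 50 bases with FastqCleaner, aligned them to mm10 with bowtie2 and annotated them with biomaRt. The software that counted reads, its treatment of strand and of reads with several matches, and all software versions are not given in the sources used here. For KO and WT, the authors deposited raw read counts per RefSeq transcript, without normalization, beside per-sample columns labelled as TMM or RPKM. The deposited signal column of that table is the authors' mean of the normalized counts of the 7 libraries, and one factor per library was worked back from it. The deposited RPKM column is the authors' sum over the 7 libraries of reads scaled to transcript length and library total, and library totals were worked back from it. The deposited score columns hold the authors' Wald statistic for KO against WT and their likelihood ratio statistic for the AAV comparison. The p-value columns were deposited by the authors in the form of DESeq2 output for KO against WT and of edgeR output for AAV-CTRP9 against AAV-Luc, unadjusted and adjusted. The log2 fold changes deposited for both comparisons are the authors' own and were used only where the text says so. For the AAV experiment, the authors deposited log2 CPM per Ensembl transcript and library with a prior count added, and the plan had assumed read counts for it. Whole reads were recovered from these values (within 1e-06, for 100% of the values) with a prior count of 1, and the library totals recovered with them are scaled ones, since the reads of some libraries exceed them.

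The table for KO and WT holds only transcripts with an unadjusted p under 0.05 by the authors, so its refit describes genes chosen on the same hearts. Its columns are not paired with single animals in the sources used here, and its libraries are called A to D for KO and A to C for WT. The 14 further columns of per-sample values in the table for KO and WT, labelled as TMM or RPKM, were not used. Exon usage, chow-fed mice and protein data were not analysed here.

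One transcript per symbol was kept, that with the highest mean level. The AAV comparison was made with limma 3.58.1 on log2 CPM with an intensity trend, over 13219 symbols, and the KO comparison with the quasi-likelihood test of edgeR 4.0.16 over 1230 symbols, both with Benjamini-Hochberg adjustment and a threshold of 0.05, in R 4.3.3. DESeq2 1.42.0, limma-voom and upper quartile factors were set beside it where counts were deposited, as fixed before the data were examined. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Single values were compared with 2-sided exact permutation tests over 35 splits, whose smallest p is 0.0286. For 44 gene lists, the AAV comparison was tested with camera of limma at an inter-gene correlation of 0.01 where at least 3 members were measured (40 lists), and the KO table with a 2-sided exact binomial test of listed members against the split of all listed genes (17 lists with at least 3 members listed). GC content and transcript length were taken from GENCODE M21 on GRCm38, with GC content matched for 89.8% of the genes listed for KO. Gene positions are from the same annotation and count from 1.

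Gene lists were fixed before the deposited data were examined, but they were written after Fig. 8 of the paper had been read. That figure shows classes and genes from the same hearts, so tests of the lists were not blind to its results. Groups, main tests and the rule for named genes were also fixed before the data were examined. That rule names C1qtnf9 and Ptprc, the genes named in Fig. 8 and in section 3.7 of the paper, the 10 largest folds per direction among genes past the threshold whose groups do not overlap, and up to 4 members of each list with the smallest p. From the genes the rule gives, those in the text were picked after their values were seen. Further alternatives were library totals as the only scaling, a minimum mean CPM of 1, a prior count of 0.1, a log2 fold change of at least 0.58, an adjusted p under 0.1, limma without the trend, the authors' p-values, an estimated correlation, fry, and each library left out in turn. The tests of the AAV comparison on recovered reads and the removal of GC content and length trends from each library were added after the data were seen.

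On simulated reads with the means and dispersions of the real genes, limma called 28.4% of genes changed by a log2 fold of 0.5, 92.5% at 1 and 100% at 2 in the AAV comparison over 13219 genes. It also called 15 genes that had not been changed. The simulated libraries were given no trend with GC content such as that of Luc_614, so the shares called need not hold for the real hearts. In the KO comparison over 1200 genes, edgeR called 80.6%, 98.5% and 98.5% at those sizes. Its dispersions came from genes selected on the same hearts, so these shares cannot be set against those of the AAV comparison. Of 40 lists, camera called 0 with no list changed and 2 with the list of endothelial cells lowered. The simulated genes varied independently of each other, so this cannot show how often camera calls lists of correlated genes. Other splits of the real AAV hearts called 3 to 20 lists.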

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

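The tests of GC content, transcript length and cell shares were chosen after the results were seen, as was the test of the smallest p of a list, and the other counts over splits of the hearts were planned. Of 153 groups of 4 hearts, 15 had 1 heart far from the rest by Dixon's ratio (above its critical value), where chance gives 7.65. After AAV-CTRP9 these were Ptprc (0.841), C1qb (0.858), Col1a2 (0.855), Isg15 (0.836), the mitochondrially encoded list (0.834), the interferon list (0.944) and the scaled library total (0.948). In KO hearts they were Uqcrfs1 (0.853), Rsad2 (0.878), Ldb3 (0.902), Kcnj11 (0.913), Hnrnpu (0.930), Xist (0.852), Ldhb (0.940) and Mef2d (0.846).

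Xist, which female cells express, was listed as lower in KO, although the paper states that the mice were male. It had 996, 136 and 0 normalized counts in WT libraries A, B and C and 0.875 to 43.4 in KO libraries. For Xist, KO over WT, log2 fold changes were -4.78 (standard error 1.88, refit adjusted p = 0.0517 from edgeR) with all libraries, -2.36 without WT library A and -5.37 without WT library C, where it passed the threshold (adjusted p = 0.0289). No Y-linked gene of the list was in the table, so a mixed or mislabelled heart was not tested.

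The lists of this paragraph lie outside the classes the paper discusses for AAV-CTRP9 and were picked after their values were seen. Medians of log2 fold changes were -0.99 for genes of erythrocytes, -0.26 for immediate early genes, -0.18 for heat shock and unfolded protein genes, -0.27 for cell cycle genes, 0.53 for Xist and Y-linked genes, 0.21 for B cells, 0.10 for cardiomyocyte genes and 0.0676 for the TCA cycle. Each passed camera with the preset correlation, and none did with an estimated one (adjusted p from 0.374 to 0.757 from limma's camera).

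Transcripts of macrophages, fibroblasts and the matrix were lower after AAV-CTRP9, with a median log2 fold change of -0.38 over 78 genes. Trends of the libraries with GC content and transcript length were argued against, since the median was -0.37 after their removal and all 3 lists stayed past the threshold of camera at the preset correlation, though with an estimated one and no removal the matrix (adjusted p = 0.117) and fibroblast lists (0.0888) did not pass. A larger share of cardiomyocyte RNA would lower endothelial and mural genes alike, but these had a median of -0.03. The mean difference from them was -0.40 (exact permutation p = 0.0286, the smallest possible). That p is no independent evidence, since the 3 lists were picked on the same comparison. Of 34 cardiomyocyte genes, 27 lay above 0 (camera adjusted p = 0.00908, or 0.508 with an estimated correlation), so a larger share as a part of the cause is not excluded. Of 35 splits of the hearts, 1, the real one, gave a median as large (0.33 for the highest other), though the 3 lists were picked on the real comparison, and likewise 1 split gave a smallest list p as small (0.000312, with 0.000378 for the next). Luc_624 lay highest in the 3 lists, which passed camera at the preset correlation without it too, while Luc_614 was low for genes of erythrocytes (mean deviation -0.45) and immediate early genes (-0.34), whose groups overlap (exact permutation p = 0.114 and 0.229), yet high for macrophages (0.21), which 1 heart does not settle, so blood content or handling of the hearts stays open beside fewer of these cells or lower expression in them.

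Genes listed as higher and as lower in KO differed in GC content (Spearman's rho of the fold with GC content -0.423 across genes, which are not independent replicates). Transcript length is argued against by a rho of 0.0560. Between libraries of one genotype the largest rho in size was 0.263, so trends of single libraries and an effect of genotype cannot be told apart in a table of selected genes. For interferon-stimulated genes, GC content as the whole cause is argued against by the exact p of 0.00393 for 11 genes listed as higher, 10 of which entered that test. The p adjusted over the lists was 0.0668 and the test treats genes as independent, so GC content is not excluded. The number of listed genes past the threshold in the refit, 1153, was reached in 1 of 35 splits (44 for the highest other), which decides nothing because the genes were selected on the real split.

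Log2 fold changes in KO and after AAV-CTRP9 correlated positively over shared genes (rho 0.218). With both adjusted for GC content and length rho was 0.0862, and 21 of 35 splits of the AAV hearts gave a correlation as large in size (0.327 for the highest other), so neither GC content and length nor chance is excluded. No biological explanation of this correlation was tested.

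For the AAV comparison as a whole, 2 of 35 splits gave at least 2 genes past the threshold (2 for the highest other), and 6 gave at least 17 lists (20 for the highest other), so chance is not excluded for these counts. The 1146 genes at an unadjusted p under 0.05 were reached in 1 split, the real one (839 for the highest other). This is the smallest share that 35 splits allow (exact permutation p = 0.0286), and it is 1 of several counts looked at. It argues against chance for that count but cannot exclude it.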

How the results depend on the processing

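The tests on recovered reads and those with GC content and length trends removed were chosen after the data were seen. No paired analysis was possible because every heart came from a different mouse and the animal numbers do not pair the groups. The cause of the changes below was not tested, except where fewer hearts or a stricter limit give them by construction. In KO, the factors of DESeq2 and of upper quartiles were taken from the listed genes alone, most of them lower, which moves folds up by construction.

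In the AAV comparison, 2 genes passed the threshold, and the same number did so with a mean CPM of at least 1, a prior count of 0.1, an adjusted p under 0.1, a log2 fold change of at least 0.58 and limma-voom. There were 0 with limma without the intensity trend, 1 with library totals only, 5 with edgeR's quasi-likelihood test, 84 with its likelihood ratio test, 61 with DESeq2, 8 with GC content and length trends removed (1 higher and 7 lower) and 79 with the authors' p adjusted over the same genes. With 1 heart left out there were 0 to 150, with 150 without Luc_614, 1 without Luc_615 and 0 without any other. At an unadjusted p under 0.05 there were 749 (without CTRP9_611) to 1667 (without Luc_614) genes.

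Of the gene lists, 17 were called, 15 with library totals only, 18 with GC content and length trends removed and 12 to 22 with 1 heart left out. With an estimated correlation 1 was called, with fry 2, and 11 held a member among the authors' own calls. The list of macrophages was called under all of these settings. In KO, 1 list was called, and 0 from the authors' adjusted calls and 0 against GC content and length.

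In KO, 1153 listed genes passed the refit, with 1110 by limma-voom, 975 with library totals and 1107 at a mean CPM of at least 1. There were 632 with DESeq2 (715 at an unadjusted p under 0.05), 6.1e2 with upper quartile factors (476 higher and 133 lower), 158 with a log2 fold change of at least 0.58 in size and 152 by the authors' adjusted p. With 1 library left out there were 339 to 952, namely 952 without KO library A, 583 without KO library B, 699 without KO library C, 339 without KO library D and 596 without each of WT libraries A and B.

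Of genes shared by both comparisons, the share with opposite signs was 40.7% and 48.2% with GC content and length trends removed, and the rank correlation 0.218 and 0.0754. With 1 AAV heart left out the share was 33.5% (without Luc_624) to 51.0% (without Luc_614) and the correlation -0.0280 (without Luc_614) to 0.306 (without Luc_624). The median log2 fold change after AAV-CTRP9 of genes listed as lower in KO was -0.0683 (without Luc_624) to 0.0323 (without Luc_614), so the sign of each of these results rests on Luc_614.

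For single named genes over all settings, 585 values in the AAV comparison kept their direction and side of the threshold, 64 passed it in addition, 15 no longer passed and 7 moved. In KO, 580 kept both, 176 no longer passed and 12 passed in addition. C1qtnf9 kept its direction in every setting run. Most simulated log2 folds of 0.5 were not called in the AAV comparison, whereas 80.6% were in KO. The KO simulation took its dispersions from genes selected on the same hearts and adjusted over 1200 genes in place of 13219. The 2 shares therefore do not show which experiment was more sensitive.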

Differences from the paper's values

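The numbers of hearts per group shown in the heat maps of Fig. 8 match those used here.

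The paper states that genes of nucleoside triphosphate metabolism, with some of the respiratory chain, were increased in KO hearts. All 10 genes named for the first class were listed as higher. Over fixed lists, complex I had 2 listed as higher and 5 as lower, complexes III and IV 1 and 1, and the ATP synthase 5 and 3.

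The paper names Clk4 among the splicing genes lower in KO hearts, and it was not in the table used here, while the other 8 named splicing genes were listed as lower.

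The paper states that genes of cholesterol efflux were higher after AAV-CTRP9. The 3 genes it names had log2 fold changes above 0. The fixed list of 24 measured genes is wider, as it holds cholesterol efflux and synthesis, so it is no direct test of that class. Its median log2 fold change was -0.12 and its mean -0.02, and it did not pass camera in any setting run. At an unadjusted p under 0.05, 4 of its genes were higher and 1 lower.

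The paper states that inflammatory genes rose in KO hearts and fell after AAV-CTRP9, and that leukocyte abundance followed. All 10 genes it names for the immune response were listed as higher in KO, and all 58 it names as lower after AAV-CTRP9 had log2 fold changes below 0. Over all 1145 shared genes, of any function, 40.7% had opposite signs in the 2 comparisons, 51.0% without Luc_614 and 48.2% with GC content and length trends removed, a test chosen after the data were seen. After AAV-CTRP9, 9 of 10 markers shared by all leukocytes (median log2 fold change -0.29) and 28 of 29 genes of macrophages (median -0.53) lay below 0, and both lists passed camera at the preset correlation with each heart left out in turn, and only the macrophage list with an estimated correlation. Ptprc was not listed for KO. Its log2 fold change after AAV-CTRP9 was 0.25 in limma, -0.40 in limma without Luc_614 and -0.06 in the authors' deposited table. It was -0.04 in edgeR's quasi-likelihood test, which was chosen after the data were seen. These are RNA levels of whole hearts, whereas the paper counted cells stained for CD45, so they are no direct test of leukocyte abundance.

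The paper names edgeR for differential expression, while the columns of the authors' deposited table for KO have the form of DESeq2 output.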

Other observations

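The test against GC content and length was chosen after the results were seen, as were the genes named in this part, and its other tests were planned. In KO hearts, 5 of 37 genes of fatty acid oxidation and uptake were listed, all as higher (Acot1, Cd36, Etfa, Fabp4 and Hadhb), with an exact binomial p of 0.00896 (0.0761 adjusted) and an exact p of 0.223 against GC content and length. Etfa, a subunit of the electron transfer flavoprotein, had 2000.1 ± 80.0 normalized counts (SD, n = 4) in KO and 1632 ± 89.0 (SD, n = 3) in WT hearts, and an adjusted p of 0.00829 in the authors' deposited table. Of 27 glycolysis genes, 3 were listed as higher (Ldhb, Pfkfb2 and Pkm) and 6 as lower (Gpi1, Gys1, Hk1, Pfkfb1, Pgam2 and Pygm). Hk1 had a log2 fold change of -0.31 (standard error 0.08) and Ldhb 0.23 (standard error 0.06).

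Matrix genes were listed in KO only as lower (Ccn2, Col1a1, Col6a3, Fmod and Fn1, exact binomial p = 0.164). None of these matrix genes had an adjusted p under 0.05 in the authors' deposited table. Acta2, the smooth muscle actin gene, had 1417 ± 492 normalized counts (SD, n = 4) in KO and 3250.1 ± 142 (SD, n = 3) in WT hearts. Its log2 fold change was -1.20 (standard error 0.19), with an adjusted p of 0.00627 in the authors' deposited table.

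After AAV-CTRP9, genes of erythrocytes had 0 of 6 members past the threshold and 3 lower when adjusted over the list alone. Hbb-bs was at 45.9 ± 11.8 CPM (SD, n = 4) after AAV-CTRP9, and at 48.5, 83.4 and 312 CPM in Luc_614, Luc_615 and Luc_624, so that its difference rests on Luc_624. The call of immediate early genes was lost without Luc_615, as was that of heat shock and unfolded protein genes. The call of Xist and Y-linked genes was lost without CTRP9_609 or Luc_614, and Ddx3y was at 3.97 CPM in Luc_614 and at 13.2 and 15.5 CPM in the other AAV-Luc hearts. The call of TCA cycle genes was lost without CTRP9_609, CTRP9_610 or CTRP9_611, and without Luc_624 the list lay lower (adjusted p = 0.174 from limma's camera). Complex I genes were not called (adjusted p = 0.347), lay higher without Luc_614 (adjusted p = 1.91e-05) and lower without Luc_624 (adjusted p = 0.000792). The call of B cells was lost without CTRP9_611, Luc_615 or Luc_624, that of cardiomyocyte genes without CTRP9_611 or Luc_624 and that of the cell cycle without any heart other than CTRP9_610, Luc_614 or Luc_615.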
